# Transcriptional Differences of Coding and Non-Coding Genes Related to the Absence of Melanocyte in Skins of Bama Pig

**DOI:** 10.3390/genes11010047

**Published:** 2019-12-30

**Authors:** Long Jin, Lirui Zhao, Silu Hu, Keren Long, Pengliang Liu, Rui Liu, Xuan Zhou, Yixin Wang, Zhiqing Huang, Xuxu Lin, Qianzi Tang, Mingzhou Li

**Keywords:** melanocyte deficiency, Bama pig, model, transcriptome

## Abstract

Skin is the body’s largest organ, and the main function of skin is to protect underlying organs from possible external damage. Melanocytes play an important role in skin pigmentation. The Bama pig has a “two-end-black” phenotype with different coat colors across skin regions, e.g., white skin (without melanocytes) and black skin (with melanocytes), which could be a model to investigate skin-related disorders, specifically loss of melanocytes. Here, we generated expression profiles of mRNAs and long noncoding RNAs in Bama pig skins with different coat colors. In total, 14,900 mRNAs and 7549 lncRNAs were expressed. Overall, 2338 mRNAs/113 lncRNAs with FDR-adjusted *p*-value ≤ 0.05 were considered to be differentially expressed (DE) mRNAs/lncRNAs, with 1305 down-regulated mRNAs and 1033 up-regulated mRNAs in white skin with|log_2_(fold change)| > 1. The genes down-regulated in white skin were associated with pigmentation, melanocyte–keratinocyte interaction, and keratin, while up-regulated ones were mainly associated with cellular energy metabolisms. Furthermore, those DE lncRNAs were predicted to be implicated in pigmentation, keratin synthesis and cellular energy metabolism. In general, this study provides insight into the transcriptional difference involved in melanocyte-loss-induced keratinocyte changes and promotes the Bama pig as a biomedical model in skin research.

## 1. Introduction

Skin is the largest organ for mammals, exhibiting a complex heterogeneous and multilayered structure and containing various components and more than 10 types of cells [1]. This organ is the main barrier to the external environment and protects underlying organs from trauma and radiation damage.

Much research has been performed to investigate or demonstrate the structural components and physiological mechanisms of skin in humans and mice. For example, pigmentation, which depends on the production of eumelanin and pheomelanin in melanocytes, provides protection for the skin of humans and other animals, as well as directly affecting appearance [2]. Researchers have also demonstrated that the interaction of plasma membranes between melanocytes and keratinocytes is critically important during melanosome translation [3,4].

The Bama pig is an indigenous breed in China, with a “two-end-black” coat color phenotype (black head and hip, white belt across the body). The white skin of the Bama pig lacks melanocytes [5]. With this particular character and the similarities of structure, biochemistry, immunology, molecular biology and clinical behavior in skin, the Bama pig has been used for research on wound healing and hypertrophic scarring [6], and also could be an appropriate model to study the loss of melanocytes and diseases associated with melanocyte deficiency, such as Waardenburg syndrome (deafness and skin pigmentation deficiency) and vitiligo (skin pigmentation deficiency) [7,8,9]. But still, the physiological mechanism of melanocytes, keratinocytes and other types of cells in the black and white skin of the Bama pig is not well-understood due to few studies conducted on Bama pigs.

LncRNAs are commonly defined as non-coding RNA with a length more than 200 bp, which regulate some interesting gene expression [10,11]. To expound the biological mechanisms and interaction between melanocytes and other types of cells, we investigated the mRNA and lncRNA expression profiles of the black and white skin in six Bama pigs. In the present study, we identified 2338 differentially expressed mRNAs (DE mRNAs) and 113 differentially expressed lncRNAs (DE lncRNAs). The DE mRNAs were mainly associated with coat color, keratin, the TCA cycle and oxidative phosphorylation. As a result of the functional enrichment analysis of lncRNA, we found four DE lncRNAs which might have potential roles in pigmentation, keratin synthesis and cellular energy metabolism. The melanocyte–keratinocyte interaction would lessen as a result of melanocyte absence in white skin, and a melanocyte deficiency could lead to possible distinct physiological properties, such as the development of hypertrophic scars. Thus, our study provides insight into the transcriptional difference involved in melanocyte-loss-induced keratinocyte changes and promotes the Bama pig as a biomedical model in skin research.

## 2. Materials and Methods

### 2.1. Pig Skin Sampling

Six two-year-old female Bama pigs of a similar-weight and raised under the same feeding and rearing conditions were chosen for the experiments. The pigs were humanely killed, after being stunned by an electric shock to ameliorate their suffering. Then, white skin from the back and black skin from the buttocks with a depth of 8 mm [12] was collected (Figure 1). Each collected sample was put into a 1.5 mL tube with 1 mL of RNAlater (Life Technologies, Beijing, China). Eight tissue samples from three Bama pigs (heart, brain, liver, spleen, mesentery, longissimus dorsi, kidney, lung) were also collected. Finally, the tubes and tissues were immersed in liquid nitrogen and stored at −80 °C. All experimental and sample collection procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Animal Science and Technology of Sichuan Agricultural University, Sichuan, China, under permit No. DKY-S20163629.

### 2.2. Total RNA Extraction, Sequencing, and Read Mapping

A total of 3 μg of RNA (per skin sample) was extracted using Trizol reagent (Life Technologies, Beijing, China), in accordance with the manufacturer’s instructions, as was RNA of eight tissues from 3 Bama pigs (heart, brain, liver, spleen, mesentery, longissimus dorsi, kidney, lung). The integrity of RNA was checked by gel electrophoresis on 1.0% agarose gel with GoldView staining using an Agilent 2100 bioanalyzer. A NanoDrop spectrophotometer (Thermo Scientific) was used to measure the RNA concentrations. The RNAs with a ratio of absorbance at 260/280 nm of over 1.8 were selected for further study.

Six samples from three different pigs (named B1, B2, B3, W1, W2, and W3) were selected for sequencing. Approximately 1 µg of total RNA (per sample) and oligo (dT) magnetic heads were used for enriching poly (A) RNAs. The resulting fragments were used as a template for reverse transcription. Random hexamer primers, buffer, dNTPs, DNA polymerase I, and RNase H were used for generating RNA-Seq complementary DNA (cDNA) libraries; next, RNA-seq was conducted following the manufacturer’s standard procedures. High-quality strand-specific libraries were sequenced on the HiSeq X platform (Illumina, San Diego, CA, USA) and the bases were called using the software CASAVA v.1.8.2 (Illumina); then, 150-bp paired-end reads were obtained.

High-quality data were controlled by removing poly-N and low-quality reads from the raw data. As a consequence, a total of 44 GB of clean data was acquired. The Q_30_ scores and GC content of the clean data were calculated. Clean data were mapped to the pig genome (*Sus scrofa* 11.1 of release 90 from Ensembl) using TopHat (version 2.1.0) [14]. (Table S1)

The RNA-Seq data have been deposited in the NCBI (National Center for Biotechnology Information) Gene Expression Omnibus (GEO) and the accession number is GSE125517.

### 2.3. LncRNA Identification

Mapped reads were assembled by StringTie and then merged with Cuffmerge (part of Cufflinks version 2.2.1) [15]. Then, coding transcripts were filtered by the following steps: (1) remove transcripts of coding gene while comparing to annotated genome by Cuffcompare (part of Cufflinks); (2) comparing with the Pfam-27 database and trimming out transcripts with a *p*-value < 10^−4^ by Hmmscan [16]; (3) comparison with uniref and the nr database and trimming out transcripts with a *p*-value < 10^−10^ by BLASTX (https://blast.ncbi.nlm.nih.gov/); and (4) prediction and calculation of the coding potential of the remaining transcripts by CPC [17]. Transcripts without coding potential were retained [18].

### 2.4. Expression Analysis of mRNA and lncRNA

The mRNA and lncRNA expression level of fragments per kilobase per million mapped reads (FPKM) of each sample was calculated by StringTie (version 1.3.3) [19]; mRNAs with FPKM > 0.5 in at least one sample in at least one group were considered to be expressed and lncRNAs with FPKM > 0.1 in at least one sample in at least one group were considered to be expressed. Then Cuffdiff (part of Cufflinks, version 2.2.1) [14] was applied to detect differentially expressed mRNAs and lncRNAs, and those mRNAs or lncRNAs with adjusted-*p* values < 0.05 and |log_2_(FC)| > 1 were considered to be differentially expressed.

### 2.5. Clustering and Principal Component Analysis

FPKM values of the six samples (B1, B2, B3, W1, W2, and W3) were used for principal component analysis (PCA) analysis, as well as clustering analysis.

### 2.6. Profiling Melanocyte Proportion with CIBERSORT

The RNA-seq data of melanocytes, keratinocytes and fibroblasts were downloaded from reference [20]. The CIBERSORT [13] was used to estimate the proportion of melanocytes, keratinocytes and fibroblasts within skin.

### 2.7. Construction of lncRNA-mRNA Interaction Network

The R package WGCNA was used to detect interactions between lncRNA and mRNA [21]. The Cytoscape (version 3.2.1) [22] was used to construct the lncRNA-mRNA interaction network.

### 2.8. Functional Enrichment Analysis

Gene ontology (GO) functional enrichment analysis and KEGG pathway functional enrichment analysis were performed with DE genes at the DAVID web server (http://david.abcc.ncifcrf.gov/). To predict the functions of the DE lncRNAs, the differentially expressed genes that were within 100 kb of the lncRNAs or showed a high correlation with the lncRNA were collected and performed functional enrichment analysis as well. The KEGG pathways or GO terms with Benjamini-corrected *p*-value < 0.05 were significant.

Pearson’s correlation coefficients between the expression of DE lncRNAs and the DE mRNAs were calculated with *Hmisc* (an R package from https://cran.r-project.org/), with the aim of identifying correlations between expression of functional lncRNAs and DE mRNAs [23]. All the analysis strategy is shown in Figure S1.

### 2.9. Validation of Genes and lncRNAs by Real-Time PCR

Twenty-one genes (3 lncRNA included) (Table S2) were selected for the validation and another eight tissues of three Bama pigs were used to investigate the regulations between the lncRNA *TCONS_00019024* and that of *CYGB* (*n* = 3). To investigate the correlation between expression of *TCONS_00019024* and *CYGB*, RNAs from the skin of six Bama pigs were used for the experiment (*n* = 6). The genomic DNA in RNA samples was removed by gDNA Eraser (TaKaRa, Shanghai, China) at 42 °C for 5 min. Five micrograms of RNA was reverse-transcribed into cDNA using RT Reagent Kit (TaKaRa, Shanghai, China). The primers for the genes and lncRNAs were designed using Primer 5.0 and tested by NCBI Primer-Blast. The volume of the reaction mixture was 10 µL, with 1 µL of cDNA, 0.5 µL of primers, 5 µL of SYBR (TaKaRa, Shanghai, China), and 3 µL of RNA-free water. The following RT-PCR reaction was performed for all genes and lncRNAs: 95 °C for 3 min; followed by 40 cycles of 95 °C for 10 s and amplification at the optimal temperature for each sample for 30 s; 95 °C for 30 s; and then a melting curve analysis (65 °C to 95 °C). The expression of β-actin was used to correct the gene expression data. The 2^−ΔΔCT^ method was used to analyze the RT-PCR data and calculate relative expression. If a gene was up-regulated in black skin, its expression relative to that in white skin was calculated. If a gene was up-regulated in white skin, its expression relative to that in black skin was also calculated. The *t*-test was used to test the significance of differences in gene expression.

## 3. Results

### 3.1. Expression Profiles of mRNAs and lncRNAs

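RNA-seq of mRNAs and lncRNAs was run on white skin of the back and black skin of the buttock, taken to a depth of 8 mm from 3 female Bama pigs aged 2 years, with 1 sample of each skin per pig (n = 3 per skin). Skin color and body site differ together in every comparison of these samples. The authors enriched poly(A) RNA, sequenced strand-specific libraries, aligned the reads to the pig genome with TopHat and calculated FPKM with StringTie. The deposited values are these FPKM, divided by transcript length and by mapped reads. The number of reads behind each value is unknown, so no interval for counting error is given. The FPKM of the mRNAs summed to between 408598 and 501424 per sample. The median FPKM of the mRNAs was 4.69 ± 0.250 (SD, n = 3) in white skin and 6.12 ± 0.532 (SD, n = 3) in black skin, with every black sample above every white sample (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The 100 mRNAs with the highest FPKM held 47.9% ± 2.86 (SD, n = 3) of the sum in white skin and 43.8% ± 3.98 in black skin (exact permutation test, p = 0.2). The skins overlapped, with the lowest white sample at 45.9% and the highest black sample at 46.5%. White and black skin were compared with limma on log2(FPKM + 0.5) for mRNAs and log2(FPKM + 0.1) for lncRNAs. A log2 fold change is white skin minus black skin on that scale, which understates the change of features with low FPKM. Features with an adjusted p below 0.05 and an absolute log2 fold change above 1 were taken as differentially expressed. The fit did not use the pig, as in the paper, and a fit with the pig as a block is given beside it. Deviations from the mean of each skin correlated between the 2 samples of the same pig, with a mean r over the 3 pigs of 0.257 across mRNAs and 0.127 across lncRNAs. Genes are not independent replicates, so these correlations carry no p-value.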

Approximately 49.03 million raw reads were generated for each sample, and after quality control, 48.81 million clean reads per each were obtained for further analysis. A total of 93–97% of the clean reads were mapped to the pig genome reference (Table S1). Finally, 14,900 mRNAs and 7549 lncRNA (including 82 annotated and 7467 novel lncRNA) were substantially expressed in our samples respectively (Tables S3 and S4). 

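All 14900 mRNAs of the deposited table had an FPKM above 0.5 in at least 1 sample. All 7566 lncRNAs had an FPKM above 0.1 in at least 1 sample, and 64 of them were listed as known. Asked of all 3 samples of a skin, the same thresholds left 13134 mRNAs and 3031 lncRNAs. The threshold was passed in exactly 1 sample by 756 mRNAs (5.07%) and by 2007 lncRNAs (26.5%), and in all 6 samples by 11811 mRNAs and 1482 lncRNAs. The number of mRNAs above the threshold was 13019.7 ± 315 (SD, n = 3) in white skin and 13688 ± 85.7 (SD, n = 3) in black skin (exact permutation test, two-sided, p = 0.1). For lncRNAs it was 4046 ± 209.5 (SD, n = 3) in white skin and 4116 ± 310.3 in black skin (exact permutation test, p = 0.7). At least 1 sample was listed at 0 for 665 mRNAs (4.46%) and 5511 lncRNAs (72.8%). Among these, 57 mRNAs were listed at 0 in a sample and above 20 FPKM in another, so a listed 0 was not read as absence of the transcript.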

Then we compared the characteristics of lncRNA and mRNA in exon number, transcript length, expression level and coding potential. 

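Over all samples, the mean FPKM was 30.7 for mRNAs and 1.52 for lncRNAs. The median of the mean FPKM per transcript was 5.87 for mRNAs and 0.254 for lncRNAs. The mean FPKM of the lncRNAs was 1.91 ± 1.02 (SD, n = 3) in white skin and 1.14 ± 0.118 in black skin, a difference smaller than the spread between the white samples (exact permutation test, two-sided, p = 0.2). A single lncRNA, TCONS_00077941, held 58.4% of the lncRNA FPKM of white skin replicate 3, 10.6% of that of replicate 1 and 17.3% of that of replicate 2. From the first to the last position listed, the lncRNAs spanned a median of 500 bp, and 2148 of them spanned less than 200 bp. Exon numbers, transcript lengths and coding potential were not computed here.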

LncRNAs contain more transcripts with fewer exon numbers (median value = 2), shorter transcript lengths (median value = 588 nt), lower expression levels (mean FPKM value = 1.76) and lower coding potentials compared to mRNA (median of exon number = 8; median of transcript length = 2622 nt; mean FPKM value = 30.72) which were consistent with previous research (Figure S2A–D) [24,25,26]. Great variations were found between white and black skin as the results shown by principal component analysis (PCA) (Figure 2A,B). 

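The PCA was run on the FPKM of the expressed mRNAs and, separately, of the expressed lncRNAs, centred and scaled per feature. The first component held 41.2% of the variance of the mRNAs, and the scores on it were -67.2 ± 21.6 (SD, n = 3) in white skin and 67.2 ± 36.3 in black skin. The scores of white and black skin did not overlap (exact permutation test, two-sided, p = 0.1). Scores on the second component, which held 21.8%, overlapped between the skins (exact permutation test, p = 0.8). For the lncRNAs the first component held 25.6% of the variance, with scores of -34.5 ± 24.2 (SD, n = 3) in white skin and 34.5 ± 26.0 in black skin that did not overlap (exact permutation test, p = 0.1). Its second component held 23.2% and did not separate the skins. With log2 values that were centred but not scaled, the first component held 48.3% for mRNAs and 27.0% for lncRNAs.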

The hierarchical cluster of expressed (Figure S3A,B) or differentially expressed (Figure S4A,B) mRNAs and lncRNA, and Pearson matrix correlation (Figure S3C,D) based on expressed mRNA and lncRNA could clearly differentiate white and black skins. 

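Across expressed mRNAs on log2(FPKM + 0.5), Pearson's r was 0.933 to 0.961 between the 3 pairs of white samples and 0.897 to 0.929 between the 3 pairs of black samples. Between samples of different skin it was 0.840 to 0.914, so that some pairs of a white and a black sample were closer than the most distant pair of black samples. The same pairs gave a mean r across lncRNAs of 0.530 within white skin, 0.447 within black skin and 0.410 between the skins. On FPKM without a log these means were 0.830, 0.840 and 0.478. There the highest r between the skins, 0.681, lay below the lowest within a skin, 0.748, so r across lncRNAs on FPKM parted the skins. On log2 values it did not, as the highest r between the skins, 0.480, lay above the mean within black skin. TCONS_00077941 alone held 10.6% to 58.4% of the lncRNA FPKM of the white samples and 0.0467% to 0.963% in the black samples. The r on FPKM without it was not computed. Across mRNAs on FPKM, r was 0.867 to 0.972 between the skins and 0.940 to 0.973 within black skin, which overlapped. These are correlations across genes, which are not independent replicates. Of all 14900 mRNAs, 5259 (35.3%) had 3 white values all above or all below the 3 black values, where chance gives 10%. Of the 7566 lncRNAs, 922 (12.2%) did.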

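The proportions of cell types were not estimated here. Names could be given to 4 of 10 fibroblast markers and 2 of 15 melanocyte genes outside Table 1, under the 80% asked of a gene set, so no test of either set was run. All 4 fibroblast markers were lower in white skin in the 3 pigs, 2 of them, DCN and FBLN1, named after their values were seen, past both thresholds. The 4 genes that follow were chosen after their values were seen, and their names come from the lists of the paper. DCN (ENSSSCG00000000915) had an FPKM of 904 ± 194 (SD, n = 3) in white skin and 2691 ± 709 in black skin, a log2 fold change of -1.56 (standard error 0.29, adjusted p = 0.0278 from limma with Benjamini-Hochberg adjustment, and 0.0346 with the pig as a block). COL1A1 (ENSSSCG00000036135) had an FPKM of 355 ± 184 (SD, n = 3) in white skin and 777 ± 161 in black skin, with a log2 fold change of -1.24 that did not pass the threshold (adjusted p = 0.0901 from limma with Benjamini-Hochberg adjustment, and 0.0787 with the pig as a block). SOX10 (ENSSSCG00000039315), expressed in melanocytes, had an FPKM of 0.734 ± 0.313 (SD, n = 3) in white skin and 1.77 ± 0.473 in black skin (log2 fold change -0.89, adjusted p = 0.117 from limma with Benjamini-Hochberg adjustment, and 0.117 with the pig as a block). SLC24A5 (ENSSSCG00000004662), also a melanocyte gene, was listed at 0, 0.0244 and 0.0711 FPKM in white skin replicates 1, 2 and 3 and at 1.60, 0.279 and 0.397 in black skin (log2 fold change -1.10, adjusted p = 0.121 from limma with Benjamini-Hochberg adjustment, and 0.104 with the pig as a block).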

Further, as shown in Figure 1, the fibroblast is the major cell type in the skin, and there is a lack of melanocytes in the white skin, which is consistent with previous observations [5]. The above results suggested that our experiment was reliable.

### 3.2. Functional Enrichment Analysis of DE mRNA

A total of 2338 mRNAs were identified to be differentially expressed between two groups (Table S5). 

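The limma fit tested 14900 mRNAs and found 930 differentially expressed between white and black skin. All 930 changed in the same direction in the 3 pigs. A fit with the pig as a block found 1439 mRNAs past the same thresholds, 902 of them among the 930. The count moved most when white skin replicate 2 was left out, to 35, and with each of the other samples left out it was 192 to 847. With the threshold on p before adjustment, 2288 mRNAs passed. On simulated data with the means and spread of these mRNAs, 98% of 200 mRNAs with a planted log2 fold change of 3 were recovered and 5.31% of the calls were false. With a planted change of 5, 7.44% of the calls were false. No smaller change than 3 was planted, so recovery nearer the threshold of 1 was not measured. Of the DE mRNAs of the paper, 1998 could be read from its supplement, and 1992 of these had the same direction here. The list that could be read holds 1304 mRNAs lower and 694 higher in white skin, with no log2 fold change above 1.85, so the strongest increases are missing from it. Of the 1998, 518 passed both thresholds here, 1206 did so with p before adjustment and 805 with the pig as a block. Across the 1998 mRNAs, the log2 fold changes here and in the paper correlated with an r of 0.932, a correlation across genes chosen for their change that also leaves out those increases.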

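Of the 930 mRNAs, 539 (58.0%) were lower and 391 (42.0%) higher in white skin. The log2 fold change over all 14900 mRNAs had a median of -0.31 with FPKM as deposited. Quantile normalization moved this median to -0.03, and 217 mRNAs were then lower (31.0%) and 483 higher in white skin. Upper-quartile scaling gave a median of -0.12, with 281 mRNAs lower (33.0%) and 571 higher. In the fit with the pig as a block, 957 were lower and 482 higher. Changes of more than 4-fold were found for 81 mRNAs lower and 152 higher in white skin. Among the DE mRNAs with the largest decrease was ENSSSCG00000036209, for which no name was found, with an FPKM of 0.563 ± 0.374 (SD, n = 3) in white skin and 25.5 ± 17.3 in black skin (log2 fold change -4.49, standard error 0.49, adjusted p = 0.0101 from limma with Benjamini-Hochberg adjustment). The largest increases were those of ENSSSCG00000025468, with an FPKM of 399 ± 522 (SD, n = 3) in white skin and 5.34 ± 8.13 in black skin (log2 fold change 6.33, standard error 1.29, adjusted p = 0.0328 from limma with Benjamini-Hochberg adjustment), and of ENSSSCG00000022758, with 864 ± 347 (SD, n = 3) and 14.3 ± 9.05 (log2 fold change 6.08, standard error 0.61, adjusted p = 0.00780 from limma with Benjamini-Hochberg adjustment). Their adjusted p-values with the pig as a block were 0.0225 and 0.00237 from limma with Benjamini-Hochberg adjustment.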

Among these DE mRNAs, 1305 were down-regulated and 1033 up-regulated in white skin (Figure 3A), including 239 genes down-regulated less than 0.25-fold and 295 genes up-regulated more than 4-fold (marked in Table S5).

The down-regulated genes in white skin mainly related to coat color terms or pathways, such as melanogenesis (*p* = 4.77 × 10^−4^), *WNT* signaling pathway (*p* = 9.86 × 10^−3^), *PI3K-Akt* signaling pathway (*p* = 7.49 × 10^−9^), *cAMP* signaling pathway (*p* = 9.53 × 10^−3^), and *ECM*-receptor interaction (*p* = 2.51 × 10^−5^) (Figure 3B, Table S6) [27,28,29,30,31,32] In addition, the well-known melanocyte-specific genes *TYR*, *TRPM1*, *TYRP1*, *PMEL* and *MLANA* were hardly expressed in white skin [33] (Table 1). 

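The genes that the supplement of the paper lists under these pathways were looked up in the limma fit. The lists hold only genes the paper had called, so a shared direction adds no test of the pathways, and no enrichment was computed here. All 15 genes listed under melanogenesis were lower in white skin, 7 of them past both thresholds, 8 with the pig as a block and 4 with quantile normalization. Of 49 genes under the PI3K-Akt signaling pathway, 48 were lower and 18 were past both thresholds, against 28 with the pig as a block and 7 with quantile normalization. Of the 16 under the Wnt, 22 under the cAMP and 17 under the ECM-receptor terms, 6, 8 and 8 were past both thresholds. With the pig as a block these counts were 5, 14 and 10, and with quantile normalization 4, 1 and 5. Of the 6 melanocyte-specific genes of Table 1, TYR could not be matched to an identifier of the deposited table. PMEL (ENSSSCG00000000371, chromosome 5 from 21331468 to 21392707) had an FPKM of 0.252 ± 0.124 (SD, n = 3) in white skin and 44.4 ± 50.6 in black skin, where replicate 1 stood at 103 and replicates 2 and 3 at 15.2 each. Its log2 fold change was -5.30 (standard error 0.68, adjusted p = 0.0121 from limma with Benjamini-Hochberg adjustment, and 0.0114 with the pig as a block). TYRP1 (ENSSSCG00000005193) was listed at 0 in white skin replicates 1 and 2 and at 0.0718 FPKM in replicate 3, against 28.5, 3.97 and 4.60 in black skin replicates 1, 2 and 3 (log2 fold change -4.06, standard error 0.66, adjusted p = 0.0199 from limma with Benjamini-Hochberg adjustment). MLANA (ENSSSCG00000005206) was listed at 0, 0 and 0.0816 FPKM in white skin replicates 1, 2 and 3 and at 10.5, 3.84 and 5.97 in black skin (log2 fold change -3.68, standard error 0.37, adjusted p = 0.00780 from limma with Benjamini-Hochberg adjustment). TRPM1 (ENSSSCG00000004843) was listed at 0.0200, 0.00837 and 0 FPKM in white skin replicates 1, 2 and 3 and at 2.74, 0.978 and 1.16 in black skin (log2 fold change -1.97, standard error 0.35, adjusted p = 0.0241 from limma with Benjamini-Hochberg adjustment). DCT (ENSSSCG00000009490) had an FPKM of 0.428 ± 0.276 (SD, n = 3) in white skin and 7.97 ± 5.90 in black skin (log2 fold change -3.02, standard error 0.48, adjusted p = 0.0190 from limma with Benjamini-Hochberg adjustment). The adjusted p of these 5 genes lay between 0.00763 and 0.0245 with the pig as a block from limma with Benjamini-Hochberg adjustment. As a set, limma's camera test gave an adjusted p of 1.53e-05 with Benjamini-Hochberg adjustment and 3.34e-05 with the pig as a block, and 0.208 when the correlation between the genes was estimated.

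**Figure D1:**
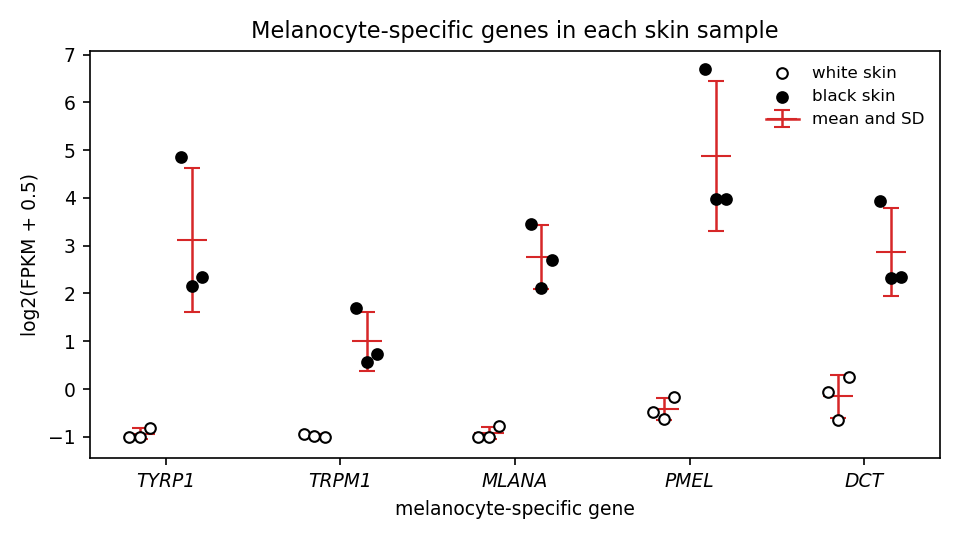
Expression of 5 melanocyte-specific genes in each skin sample, as log2(FPKM + 0.5). Open points are white skin and filled points black skin, drawn from replicate 1 to replicate 3, with the mean and SD in red, and all black samples lie above all white samples for each gene.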

We also noticed 31 coat color genes down-regulated in white skin (*p* < 0.05; log_2_FC < −1), which were proved to be less expressed in white skin [36,37,38,39,40,41,42,43] (Figure 3D). Those 31 coat color genes could be divided into three classes: (1) transcription factor genes that regulate melanocyte development, such as *ETS1*, *TCF7L1*, and *SOX18*; (2) genes that regulate melanocyte development, differentiation, or migration, such as *KIT*, *HGF*, *EDN1* and *WNT11* [44,45]; and (3) genes associated with pigmentation, such as *DCT*, *TYRP1*, *PMEL* and *MYRIP* [46]. 

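All 31 coat color genes of Fig. 3D were lower in white skin in each of the 3 pigs, with log2 fold changes from -5.30 to -0.94 and a median of -1.36. Over all 14900 mRNAs tested, 11 of the 31 passed both thresholds, and 28 did so when p was adjusted over the 31 genes alone. The list is made of DE mRNAs of the paper on these samples, so the count adjusted over the list shows no stability. A total of 18 passed with the pig as a block, and with quantile normalization, which moves the median change of all mRNAs close to 0, 6 passed. Of the 11, FZD2 no longer passed with the pig as a block (adjusted p = 0.0513 from limma with Benjamini-Hochberg adjustment). The 11 were ADCY2, FZD2, FZD4, WNT11, KIT, NOTCH2, PDGFB, TYRP1, DCT, PMEL and MYRIP. Among them, WNT11 (ENSSSCG00000022347) had an FPKM of 0.429 ± 0.369 (SD, n = 3) in white skin and 4.19 ± 1.81 in black skin (log2 fold change -2.33, standard error 0.42, adjusted p = 0.0253 from limma with Benjamini-Hochberg adjustment), and MYRIP (ENSSSCG00000011269) had 0.221 ± 0.0357 (SD, n = 3) and 1.87 ± 0.724 (log2 fold change -1.67, standard error 0.31, adjusted p = 0.0260 from limma with Benjamini-Hochberg adjustment). The adjusted p of the other genes reached up to 0.246, the value for FZD10 from limma with Benjamini-Hochberg adjustment. As a set, limma's camera test with Benjamini-Hochberg adjustment gave an adjusted p of 1.27e-10, 8.02e-11 with the pig as a block and 0.0631 when the correlation between the genes was estimated. These values also rest on genes picked for their decrease.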

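Of the genes named here as examples of the 3 classes, ETS1 (ENSSSCG00000015235), TCF7L1 (ENSSSCG00000008241) and SOX18 (ENSSSCG00000037865) had log2 fold changes of -1.36, -1.10 and -1.63, with adjusted p-values of 0.0824, 0.0857 and 0.0712 from limma with Benjamini-Hochberg adjustment. In the fit with the pig as a block, ETS1 passed the threshold (adjusted p = 0.0400 from limma with Benjamini-Hochberg adjustment) and TCF7L1 and SOX18 did not (0.0993 and 0.0582). HGF (ENSSSCG00000015403) had an FPKM of 0.704 ± 0.242 (SD, n = 3) in white skin and 2.14 ± 0.893 in black skin, with a log2 fold change of -1.10 (adjusted p = 0.0812 from limma with Benjamini-Hochberg adjustment, and 0.0490 with the pig as a block). EDN1 (ENSSSCG00000035598) had 1.89 ± 0.890 (SD, n = 3) and 5.79 ± 1.10, with a log2 fold change of -1.46 (adjusted p = 0.0506 from limma with Benjamini-Hochberg adjustment, and 0.0534 with the pig as a block).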

Melanocytes produce melanin and secrete melanosomes, playing an irreplaceable role in pigmentation. Proteins encoded by genes in class (1) and (2) are required for normal development and the migration of melanocytes. Disruption of these genes would contribute to a lack of melanocytes in hair, skin, and the inner ear, and result in pigmentation deficiency [44,47]. However, for genes in class (3), the distribution of melanocytes was not affected by the decrease of these genes. For example, *SOX* transcript factor family is required for melanocyte development, and mutation of the *SOX* gene family could result in Waardenburg syndrome [48]. 

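KIT (ENSSSCG00000008842) lies on chromosome 8 of the pig assembly Sscrofa11.1 from 41402322 to 41492977. Its FPKM was 0.753 ± 0.295 (SD, n = 3) in white skin and 2.85 ± 0.415 in black skin, a log2 fold change of -1.44 (standard error 0.29, adjusted p = 0.0329 from limma with Benjamini-Hochberg adjustment, and 0.0335 with the pig as a block). Its FPKM was lower in white skin in 3 of 3 pigs, and no white sample reached the lowest black sample. With quantile normalization the log2 fold change fell to -1.04 and KIT no longer passed the threshold (adjusted p = 0.105 from limma with Benjamini-Hochberg adjustment). With each sample left out in turn, the log2 fold change lay between -1.60 and -1.25 and the adjusted p between 0.0470 and 0.107 from limma with Benjamini-Hochberg adjustment.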

*KIT* (c-kit) (log_2_FC = −1.68; *p* = 2.5 × 10^−4^) plays a crucial role in melanocyte development, melanocyte differentiation, and melanocyte migration [49]. Mutation of the *KIT* gene may cause melanocyte defects in European domestic pigs [47], while mutation of *TYRP1* or *PMEL* caused defects in eumelanin synthesis instead of melanocyte loss [46,50]. Therefore, the genes in class (1) or (2) may play important roles in shaping the “two-end-black” phenotype. 

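Names could be given to 23 keratin genes, all from the lists of DE or enriched genes of the paper, which is 56.1% of the 41 keratins looked for, so no test of the whole family was run. All 23 were lower in white skin, also with quantile normalization, with a median log2 fold change of -2.99. Past both thresholds was 1 of the 23, KRT8 (ENSSSCG00000000252), named after its value was seen, with an FPKM of 11.0 ± 5.35 (SD, n = 3) in white skin and 29.9 ± 6.43 in black skin (log2 fold change -1.47, standard error 0.35, adjusted p = 0.0469 from limma with Benjamini-Hochberg adjustment, and 0.0335 with the pig as a block). At p below 0.05 before adjustment 11 passed, and with the pig as a block 10 passed. Black skin replicate 1 had the highest value of the 6 samples for 22 of the 23 keratins, and stood more than 5-fold above both other black samples for 18. KRT71 (ENSSSCG00000000247), chosen as an example after its values were seen, had an FPKM of 2723 in black skin replicate 1, 160.3 in replicate 2 and 47.0 in replicate 3. In white skin it had 20.9 ± 20.5 (SD, n = 3), with 40.9, 0.0275 and 21.8 in replicates 1, 2 and 3. Among 26 hair shaft genes, which include many of these keratins and the keratin-associated proteins, replicate 1 of black skin was highest for all 26. Their median log2 fold change was -3.00 with all samples and -1.04 without that sample, when 4 of the 26 were higher in white skin. It was -2.10 without white skin replicate 2. In all 3 pigs, 18 of the 26 were lower in white skin. None of the 26 passed both thresholds (10 passed at p below 0.05 before adjustment, and 8 with the pig as a block). As a set they gave an adjusted p of 0.00174 in limma's camera test with Benjamini-Hochberg adjustment, 4.24e-06 with the pig as a block, 0.657 when the correlation between the genes was estimated and 0.238 without black skin replicate 1. The 4 keratin-associated proteins gave 0.705 in the same test, 0.232 with the pig as a block and 0.853 with the correlation estimated.

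**Figure D2:**
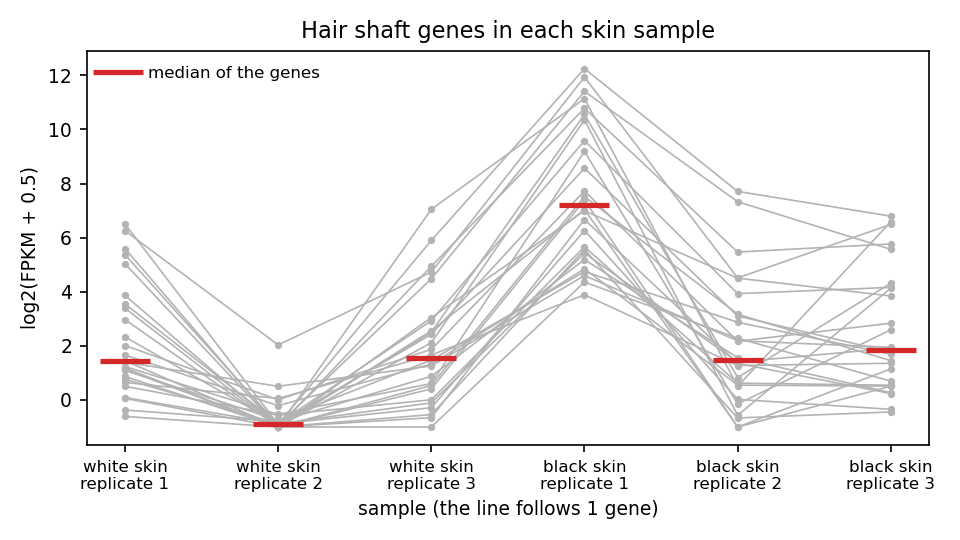
Expression of 26 hair shaft genes in each skin sample, as log2(FPKM + 0.5), with 1 grey line per gene and the median of the genes in red. Black skin replicate 1 lies above the other 5 samples for all 26 genes.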

We also found these genes that may be implicated in pigmentation were down-regulated in white skin, such as the keratin (*KRT*) gene [51,52,53].

Except for pigmentation, we found that numerous genes down-regulated in white skin were significantly enriched in subcategories closely associated with the melanocyte–keratinocyte interaction, such as plasma membrane (384 genes) (*p* = 2.99 × 10^−15^), external side of the plasma membrane (41 genes) (*p* = 1.19 × 10^−9^), calcium ion binding (89 genes) (*p* = 7.60 × 10^−13^), and extracellular exosome (251 genes) (*p* = 7.33 × 10^−8^) (Table S6), as well as some terms closely related to skin’s structure like keratin filament (*p* = 2.07 × 10^−3^), hair follicle development (*p* = 3.64 × 10^−2^), and skin development (*p* = 2.21 × 10^−2^) (Table S6) (Figure 3C).

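Of the genes that the supplement lists under the terms on skin structure, 12 of the 16 under keratin filament had an identifier here. All 12 were lower in white skin with a median log2 fold change of -3.08, and 1, KRT8, was past both thresholds, against 6 with the pig as a block and 0 with quantile normalization. Of the 7 genes under hair follicle development 0 were past both thresholds, against 1 with the pig as a block and 0 with quantile normalization. All 7 were lower in white skin, and 3 passed at p below 0.05 before adjustment. Of the 7 under skin development, 4 (COL5A1, COL5A2, COL5A3 and ADAMTS2, named after their values were seen) were past both thresholds, as were 4 with the pig as a block and 4 with quantile normalization. The longer terms, such as plasma membrane and calcium ion binding, were not looked up.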

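COX5B (ENSSSCG00000008195), a subunit of complex IV of the respiratory chain, had an FPKM of 208 ± 20.3 (SD, n = 3) in white skin and 96.3 ± 22.1 in black skin, a log2 fold change of 1.13 (standard error 0.23, adjusted p = 0.0323 from limma with Benjamini-Hochberg adjustment, and 0.0470 with the pig as a block). NDUFS6 (ENSSSCG00000017114), a subunit of complex I, had 130 ± 28.1 (SD, n = 3) in white skin and 60.5 ± 13.3 in black skin, a log2 fold change of 1.09 (standard error 0.26, adjusted p = 0.0460 from limma with Benjamini-Hochberg adjustment, and 0.0379 with the pig as a block). With quantile normalization the log2 fold change of COX5B was 0.97 and that of NDUFS6 was 1.01 (adjusted p = 0.0690 from limma with Benjamini-Hochberg adjustment), and neither passed both thresholds. Both genes were higher in white skin in 3 of 3 pigs.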

Up-regulated genes in white skin were mainly enriched in pathways linked with cellular energy metabolism, such as oxidative phosphorylation (*p* = 6.78 × 10^−28^), carbon metabolism (*p* = 6.51 × 10^−13^), TCA cycle (*p* = 1.33 × 10^−5^), and propanoate metabolism (*p* = 7.37 × 10^−7^) (Figure 3B, Table S6). These observations suggest active cellular energy metabolism occurs in white skin compared with that in black skin. 

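Among the oxidative phosphorylation genes, 31 of the 72 looked for could be named, 43.1%, too few for a test of the pathway, and the names come from the lists of the paper. All 31 were higher in white skin in the 3 pigs, also with quantile normalization, with log2 fold changes from 0.62 to 1.48 and a median of 0.97, against a median of -0.31 over all mRNAs. Past both thresholds were 14 of the 31, and 13 with the pig as a block. Without black skin replicate 1, 13 passed and all 31 were still higher in white skin. With each sample left out in turn, all 31 stayed higher, with log2 fold changes of at least 0.55. Each of the 14 failed the threshold in at least 1 of these fits. Their highest adjusted p-values lay between 0.0902 and 0.179 from limma with Benjamini-Hochberg adjustment. Of the genes that the supplement lists under carbon metabolism, 19 of 33 had an identifier here, all higher in white skin, and 5 were past both thresholds (ALDOA, ECHS1, IDH2, IDH3B and DLD, named after their values were seen). Of those under the TCA cycle 6 of 11 had one, all higher, with DLD, IDH2 and IDH3B past both thresholds. Those are lists of up-regulated genes. Of 29 genes looked for under the TCA cycle in all lists 8 could be named, and they are given here after their values were seen. Of these, 6 (DLD, FH, IDH2, IDH3B, OGDH and SUCLG2) were higher in white skin, 4 of them in all 3 pigs. The other 2, PC and PCK1, were lower in the 3 pigs. PC (ENSSSCG00000012926) had a log2 fold change of -1.76 (standard error 0.43, adjusted p = 0.0498 from limma with Benjamini-Hochberg adjustment, and 0.0309 with the pig as a block), and PCK1 (ENSSSCG00000007507) one of -1.33 (adjusted p = 0.0711 from limma with Benjamini-Hochberg adjustment, and 0.0399 with the pig as a block). Of those under propanoate metabolism 5 of 12 had one, all higher, with ECHS1 past both thresholds.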

Besides, up-regulated genes were also significantly enriched in terms of including catalytic activity (*p* = 2.87 × 10^−7^), oxidoreductase activity (*p* = 1.04 × 10^−6^), NADP binding (*p* = 3.04 × 10^−3^), fatty acid metabolic process (*p* = 5.11× 10^−5^), and mitochondrial membrane (*p* = 8.70 × 10^−4^) (for details, see Table S6) (Figure 3C).

### 3.3. Functional Enrichment Analysis of DE lncRNAs

A total of 113 lncRNA were identified to be differentially expressed, among which 34 were down-regulated and 79 were up-regulated in white skin (Table S7, Figure 4A). Furthermore, 88 DE mRNAs were oriented nearby those DE lncRNAs with 100 kb. These DE mRNAs were found to be enriched in the *PI3K*-*Alt* signaling pathway (*p* = 4.0 × 10^−2^) which was involved in pigmentation (Figure 4B, Table S8) [29].

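The limma fit tested 7566 lncRNAs and found 101 differentially expressed, 82 higher and 19 lower in white skin. A total of 243 passed with the pig as a block, 172 higher and 71 lower, in a fit that took the variance of each lncRNA as known from the trend. Of the 101, 91 changed in the same direction in the 3 pigs. When 1 sample was left out, 0 to 5 lncRNAs passed (405 to 547 at p below 0.05 before adjustment and the same change), in fits whose prior degrees of freedom fell from 49.1 to between 1.53 and 2.35, so this count does not tell which calls rest on single samples. With all samples, 12 lncRNAs passed without the trend and 596 at p before adjustment. On simulated data, 31.5% of 200 lncRNAs with a planted log2 fold change of 3 were recovered, and 81% of 200 with one of 5. Of the calls in these simulations, 10% and 2.41% were false. The supplement of the paper lists its DE lncRNAs, 110 of which were in the deposited table. Of these, 108 had the same direction here, 19 passed both thresholds, and 31 did with the pig as a block. Among the largest changes, TCONS_00012004 on chromosome 10 was listed at 0 in all 3 white samples and at 13.4, 10.0 and 6.94 FPKM in black skin replicates 1, 2 and 3 (log2 fold change -6.63, standard error 0.73, adjusted p = 8.51e-09 from limma with Benjamini-Hochberg adjustment). TCONS_00077941 on chromosome 5 had an FPKM of 5471 ± 6958 (SD, n = 3) in white skin and 33.5 ± 51.2 in black skin (log2 fold change 7.98, standard error 0.81, adjusted p = 1.06e-09 from limma with Benjamini-Hochberg adjustment). In the fit with the pig as a block their adjusted p-values were 5.27e-21 and 1.88e-27 from limma with Benjamini-Hochberg adjustment. With 1 sample left out, the log2 fold change of TCONS_00077941 lay between 6.87 and 9.49.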

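Positions were listed in the supplement for 566 of the 930 DE mRNAs of the limma fit. Of these, 12 lay within 100 kb of 1 of the 101 DE lncRNAs, and 10 within 50 kb. From the lists of the paper, 55 of 1998 DE mRNAs lay within 100 kb of a DE lncRNA when the positions in the supplement were used, a list that lacks the strongest increases. With the spans of the deposited lncRNA table the count was 51. In 10000 random draws of 110 lncRNAs from that table, the count had a median of 43 and a range from 30 to 57 between its outer percentiles, and 1436 draws gave at least as many (permutation test, one-sided, p = 0.144).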

In addition, we found four DE lncRNAs (*TCONS_00077733*, *TCONS_00042201*, *TCONS_00060772* and *TCONS_00019024*) might play roles in keratin synthesis, response to insulin, β-oxidation of fat and melanocyte survival. 

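TCONS_00077733 lies on the plus strand of chromosome 5 of Sscrofa11.1 from 17530250 to 17532458, and its locus starts at 17523368. KRT80 (ENSSSCG00000040636) lies from 17482097 to 17505614, a gap of 17754 bp to the locus and of 24636 bp to the transcript. The RefSeq table places KRT7 at 17553192 to 17570582, and KRT7, KRT81 and KRT86 could not be matched to identifiers of the deposited table. TCONS_00077733 was listed at 0.129, 0.0758 and 0.210 FPKM in white skin replicates 1, 2 and 3 and at 2.71, 0.227 and 0.216 in black skin replicates 1, 2 and 3. Its log2 fold change was -1.51 (standard error 0.98), which did not pass the threshold (adjusted p = 0.691 from limma with Benjamini-Hochberg adjustment, and 0.545 with the pig as a block). KRT80 had an FPKM of 13.9, 7.58 and 13.0 in the white samples and 60.0, 20.8 and 19.9 in the black samples, a log2 fold change of -1.35 (standard error 0.45, adjusted p = 0.100 from limma with Benjamini-Hochberg adjustment, and 0.0460 with the pig as a block). Both were highest in black skin replicate 1, the sample in which the hair shaft genes were highest. Over the 6 samples, Pearson's r was 0.977 (exact permutation test of pairings, two-sided, p = 0.00694, and 0.0208 after Benjamini-Hochberg adjustment over the 3 pairs tested) and Spearman's rho 0.943 (exact permutation test, p = 0.0167, and 0.05 after adjustment). Without the 2 samples farthest from the median of the lncRNA, white skin replicate 2 and black skin replicate 1, r was 0.601 over 4 samples. Without 1 sample, r was lowest without black skin replicate 1 (0.848) and highest without white skin replicate 2 (0.987), so the strength of the relation depends on the former. After centring each skin on its mean, r was 0.993 (exact permutation test over the 36 pairings within skins, two-sided, p = 0.0833, and 0.25 after Benjamini-Hochberg adjustment). A further 3 mRNAs without a name that lie within 100 kb were also highest in black skin replicate 1, with 403 to 1557 FPKM there and at most 20.4 in the other samples.

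**Figure D3:**
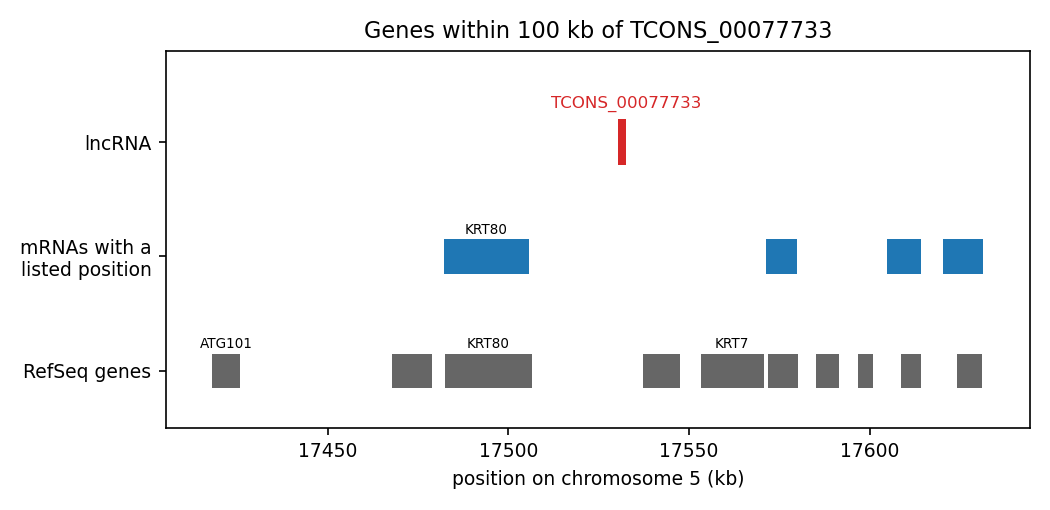
Map of chromosome 5 around TCONS_00077733 (red), with the mRNAs that have a listed position (blue) and the RefSeq genes (grey) within 100 kb of its locus, by position in kb. Named genes carry their symbol, with KRT80 on one side of the lncRNA and KRT7 on the other.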

For example, there were four keratin genes (*KRT80*, *KRT7*, *KRT81*, and *KRT86*) oriented nearby *TCONS_00077733* within 100 kb, particularly *KRT80* which is convergent and 17,754 bp downstream of *TCONS_00077733* (r = 0.97, *p* = 7.60 × 10^−4^), which assumed that *TCONS_00077733* might be related to keratin synthesis. Moreover, *TCONS_00042201* is located 336 bp upstream of *IRS1* (r = 0.85, *p* = 3.27 × 10^−2^). 

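TCONS_00042201, on the minus strand of chromosome 15 from 128243804 to 128245047, had an FPKM of 0.880 ± 0.567 (SD, n = 3) in white skin and 5.42 ± 1.65 in black skin (log2 fold change -2.63, standard error 0.65, adjusted p = 0.0161 from limma with Benjamini-Hochberg adjustment, and 0.000279 with the pig as a block). IRS1 (ENSSSCG00000025729, from 128245383 to 128308352) had 0.920 ± 0.527 (SD, n = 3) in white skin and 2.78 ± 0.801 in black skin (log2 fold change -1.24, standard error 0.35, adjusted p = 0.0726 from limma with Benjamini-Hochberg adjustment, and 0.0804 with the pig as a block). After centring each skin on its mean, r between them was 0.302 (exact permutation test within skins, two-sided, p = 0.806, and 0.806 after Benjamini-Hochberg adjustment). The white and black samples formed separate clusters for this lncRNA. With 1 sample left out, the log2 fold change of TCONS_00042201 lay between -3.06 and -2.16.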

*IRS1* encodes insulin receptor substrate 1, which is associated with response to insulin [54]. Mutation of IRS1 may thus contribute to insulin resistance [54]. In addition, *TCONS_00060772* is a lncRNA that is located overlapping *HSD17B4* and their expression is correlated (r = 0.99, *p* = 6.01 × 10^−6^). 

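TCONS_00060772 lies on chromosome 2 from 123312635 to 123314195, and the RefSeq table places HSD17B4 from 123313445 to 123401386, overlapping it. Its FPKM was 2.62 ± 0.817 (SD, n = 3) in white skin and 0.110 ± 0.0963 in black skin, a log2 fold change of 3.75 (standard error 0.80, adjusted p = 0.00323 from limma with Benjamini-Hochberg adjustment, and 1.73e-05 with the pig as a block). With 1 sample left out, its log2 fold change lay between 3.48 and 4.10, and it passed the threshold in none of these fits (adjusted p from 0.192 to 0.633 from limma with Benjamini-Hochberg adjustment), in which at most 5 of all lncRNAs passed. HSD17B4 could not be matched to an identifier of the deposited table, so its expression and its correlation with the lncRNA were not computed.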

*HSD17B4* is involved in the β-oxidation of fat [55]. *TCONS_00019024* is a divergent lncRNA [24] of *CYGB* (cytoglobin), located 3888 bp upstream of *CYGB*. This lncRNA/mRNA pair was found to be up-regulated in black skin, showing a Pearson’s correlation coefficient of 0.932 (*p* = 1 × 10^−2^) (Figure 4C). 

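TCONS_00019024 lies on the minus strand of chromosome 12 from 4973205 to 4974358, and CYGB (ENSSSCG00000017181) from 4978246 to 4988521, a gap of 3888 bp to the transcript and of 2610 bp to the locus of the lncRNA. TCONS_00019024 had an FPKM of 0.378 ± 0.0645 (SD, n = 3) in white skin and 1.28 ± 0.134 in black skin, a log2 fold change of -1.53 (standard error 0.76) in the same direction in all 3 pigs that did not pass the threshold (adjusted p = 0.633 from limma with Benjamini-Hochberg adjustment, and 0.321 with the pig as a block). CYGB had an FPKM of 4.74 ± 1.86 (SD, n = 3) in white skin and 16.8 ± 1.39 in black skin, a log2 fold change of -1.77 (standard error 0.29, adjusted p = 0.0199 from limma with Benjamini-Hochberg adjustment, and 0.0241 with the pig as a block). The locus of the lncRNA also overlaps PRCD in the RefSeq table. The samples of each skin clustered apart for this pair, and after centring each skin on its mean r was 0.243 (exact permutation test within skins, two-sided, p = 0.639, and 0.806 after Benjamini-Hochberg adjustment).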

*CYGB* is a *ROS* scavenger in melanocytes and plays a role in maintaining melanocyte survival [56]. These results suggest some DE lncRNA may have a potential role in pigmentation, keratin synthesis and cellular energy metabolism.

Further, 474 DE mRNAs showed high correlation (|r| > 0.95, *p* < 0.05) in expression level with 113 DE lncRNAs. These 474 DE mRNAs were significantly enriched in oxidative phosphorylation (*p* = 4.68 × 10^−8^), mitochondrial inner membrane (*p* = 6.46 × 10^−8^) and plasma membrane (*p* = 2.20 × 10^−2^) (Figure 4D, Table S9). In addition, the lncRNA-mRNA interaction network indicated lncRNA *TCONS_00077733* may interact with *KRT* genes by trans (Figure S5). These results implied that DE lncRNA might be associated with cellular energy metabolism and melanocyte–keratinocyte interaction.

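An absolute r above 0.95 with at least 1 of the 101 DE lncRNAs was found for 886 of the 930 DE mRNAs of the limma fit (95.3%). On log2 values the count was 925, and after centring each skin on its mean it was 704. With the samples of each skin shuffled among themselves, which keeps the difference between the skins and breaks any relation within them, the 36 arrangements gave 852 to 901 DE mRNAs, with a median of 874, and 14 of the 36 gave at least 886. With the lists of the paper, 1735 of 1998 DE mRNAs had such a correlation, and the shuffles gave 1201 to 1735 with a median of 1467. Only the arrangement as measured reached 1735.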

### 3.4. Quantitative Real-Time PCR Validation

A total of 21 genes were selected for the validation. The melanocyte-specific genes (*TRPM1*, *TYRP1*, *PMEL*, *MLANA* and *DCT*) were significantly highly expressed in black skin and 21 genes above were indeed differentially expressed (Figure 5A–C).

RT-PCR indicated that the correlation coefficient between *TCONS_00019024* and *CYGB* was 0.71 in the skin (R^2^ = 0.50, *p* =3.5 × 10^−2^) (Figure 5D). We also investigated the relative expression of the *TCONS_00019024/CYGB* pair in eight other tissues. The results showed that *TCONS_00019024* and *CYGB* presented different expression patterns in the tissues, implying that the correlation of *TCONS_00019024* with *CYGB* may only occur in skin (Figure 5E). In conclusion, the qRT-PCR experiment validated the discovery of RNA-Seq and supported the reliability of RNA-Seq.

## 4. Discussion and Conclusions

Skin is both important and the largest organ of the body, and provides protection for underlying organs. Melanocyte inhabits the skin and its major function is the pigmentation of skin and hair. Loss of melanocyte can cause pigmentation deficiency. Mechanisms of melanocyte deficiency are still not fully understood and transcriptome profiles studies related to the lack of melanocytes are insufficient. Even the mechanism associated with the cross-talk between melanocytes and other types of cells in the skin is still not well-understood in the pig. Therefore, we performed transcriptomic analysis of Bama pig skin to reveal the mechanism potentially associated with the loss of melanocytes or interaction networks related to melanocytes in the pig.

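The 9 pairs of a white and a black sample had a mean Pearson's r of 0.885 (SD 0.0220) across mRNAs on log2(FPKM + 0.5). Without the log, the mean r was 0.920 (SD 0.0309), and Spearman's rho was 0.882 (SD 0.0206). The 3 pairs taken from the same pig had a mean r of 0.896 on the log2 scale, against 0.947 between white samples and 0.913 between black samples. Other tissues were not examined here.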

Even with a great similarity between white and black skins, the Pearson correlation coefficient was 0.92 (Figure S3C–D) which was higher than that between skin and other vascular tissues [57]. Furthermore, various differences such as skin thickness, PH [58,59], appearance, cellular energy metabolism, and melanocyte–keratinocyte interaction were found. Only based on these differences could we interpret the discrepancies in the synthesis of melanin, pigmentation, and coat color gene expression profiles.

Melanocytes and keratinocytes are important for their interaction in the skin, and the absence of melanocytes could result in the disappearance of this interaction and may impact on the function of keratinocytes. For example, melanosome transfer, based on calcium and plasma membrane, is an important process of keratinocyte–melanocyte interaction. [3,4]. Interestingly, many down-regulated genes in white skin, such as *ITSN1*, *BTK*, *FYN* and *CCR*1, were associated with calcium release of the plasma membrane (Figure 3C, Table S5). These results could provide evidence for the disappearance of the melanocyte–keratinocyte interaction in white skin. Moreover, regarding keratinocytes, proliferation could be stimulated by melanocytes in the procedure of accelerating wound closure as well as fibroblasts [60,61,62]. 

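ITSN1 (ENSSSCG00000024614) had an FPKM of 1.22 ± 0.512 (SD, n = 3) in white skin and 5.11 ± 4.01 in black skin, a log2 fold change of -1.51 (standard error 0.52, adjusted p = 0.110 from limma with Benjamini-Hochberg adjustment, and 0.0383 with the pig as a block). CCR1 (ENSSSCG00000011322) had 1.46 ± 0.790 (SD, n = 3) and 5.85 ± 2.18, a log2 fold change of -1.72 (standard error 0.43, adjusted p = 0.0543 from limma with Benjamini-Hochberg adjustment, and 0.0202 with the pig as a block). BTK (ENSSSCG00000026742) and FYN (ENSSSCG00000004421) had log2 fold changes of -1.03 and -1.18, with adjusted p-values of 0.0658 and 0.0610 from limma with Benjamini-Hochberg adjustment, and of 0.0557 and 0.0533 with the pig as a block. All 4 genes were lower in white skin in 3 of 3 pigs, and with quantile normalization their log2 fold changes were -1.12, -1.34, -0.64 and -0.92 in the order ITSN1, CCR1, BTK and FYN. The paper reasons that a lack of melanocytes could end their interaction with keratinocytes, and proposes the down-regulation of such genes as evidence for that loss in white skin.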

In comparison with white skin, the black skin had more melanocytes. The black skin may be more prone to hypertrophic scars than the white skin. Previous wound healing experiments also demonstrated that the skin of the Duroc pig (with melanocytes) is more prone to hypertrophic scars than the skin of the Hampshire pig (with melanocyte deficiency) [63,64,65]. Therefore, the black skin of the Bama pig may be more suitable for hypertrophic scar research.

In this study, we identified two DE lncRNAs (*TCONS_00077733*, and *TCONS_00060772*) which might be involved in keratin synthesis and cellular energy metabolism. The black skin was different from the white skin in the expression of keratin genes and genes related to cellular energy metabolism. lncRNA was shown to play critical roles in the skin, such as melanin synthesis in goats [66], psoriasis in humans [26] and expression of keratin and promotion of melanogenesis in mice [67]. In addition, lncRNA *H19* regulates *Dsg1* expression and the consequent keratinocyte differentiation through acting as an endogenous “sponge” of *miR-130b-3p* in humans [68]. Thus, we deduced that *TCONS_00077733* and *TCONS_00060772* might be one of causes responsible for the difference between black and white skin, but more evidence is needed to support this assumption. Taken together, the results of this study provide evidence of the interactions involved in pigmentation. This research provides insight into the complex mechanisms associated with the “two-end-black” phenotype.

In conclusion, we had the opportunity to work on the same individual to systematically reveal transcriptome differences. Our results suggested that the loss of melanocytes could contribute to the expression of melanogenesis genes, and lack of melanocytes might be one of the causes of the white skin differing from the black skin in keratinocyte function and the development of hypertrophic scars. In addition, the present research implies that lncRNAs play roles in skin. Our research could promote the application of the Bama pig in research on melanocyte deficiency.

## Figures and Tables

**Figure 1:**
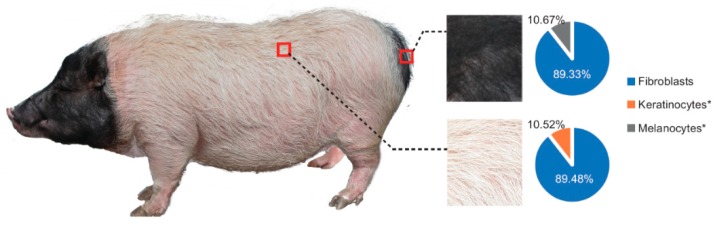
White and black skin were separately sampled from the pigs’ back and buttocks, and the pie plot shows the comparisons of fibroblast, keratinocyte and melanocyte in two different skins after evaluation by CIBERSORT [13]. Except for fibroblast, keratinocyte and melanocyte varied significantly between the two groups using the Student’s *t*-test (two-tailed). (*: *p* < 0.05).

**Figure 2:**
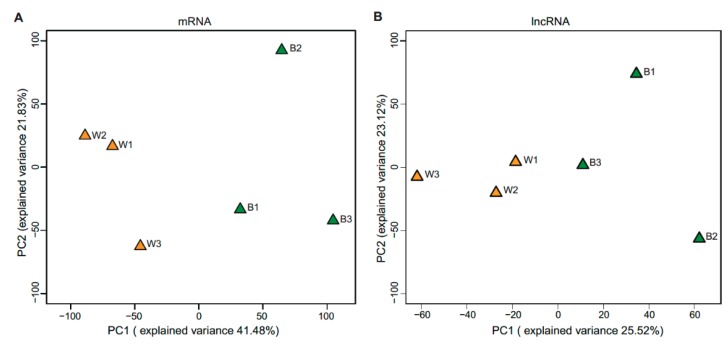
Principal component analysis of mRNA (**A**) and lncRNA (**B**).

**Figure 3:**
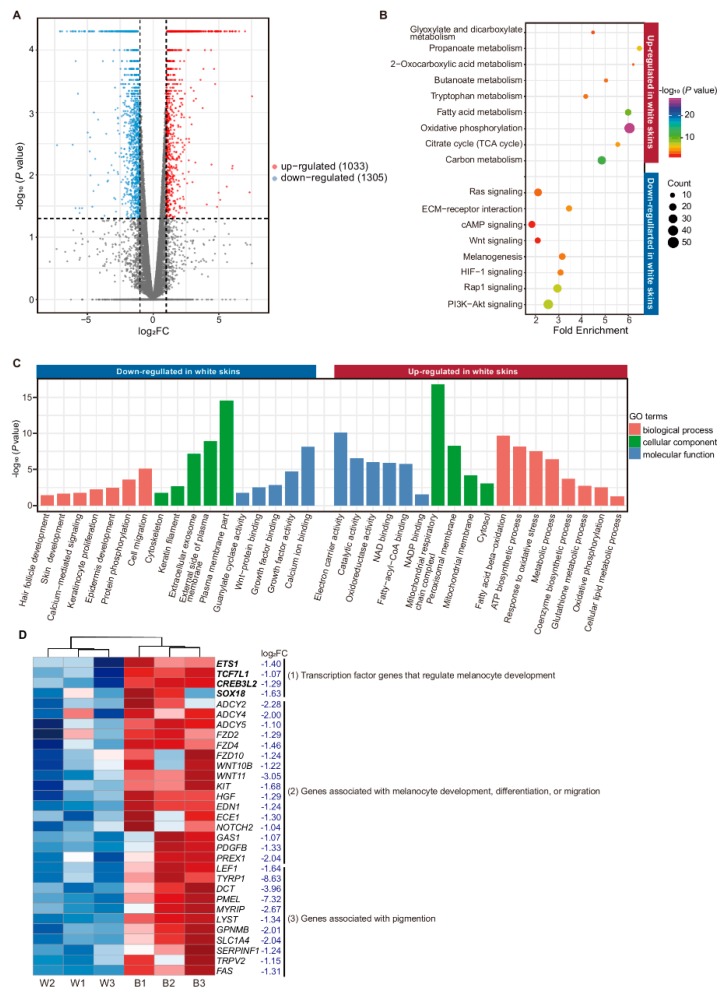
Enrichment analysis of differentially expressed (DE) mRNAs. (**A**) Volcano plot for 2338 DE genes, of which 1305 were down-regulated in white skins, while 1033 were up-regulated. (**B**) Functional enrichment analysis of the KEGG pathway (genes down-regulated in white skin were marked blue and up-regulated marked red; Benjamini corrected *p*-value < 0.05). (**C**) Gene ontology (GO) enrichment analysis (genes down-regulated in white skin marked blue and up-regulated marked red *p*-value < 0.05). (**D**) Identification of genes associated with melanogenesis. The genes in bold are transcript factor genes (cluster (1)).

**Figure 4:**
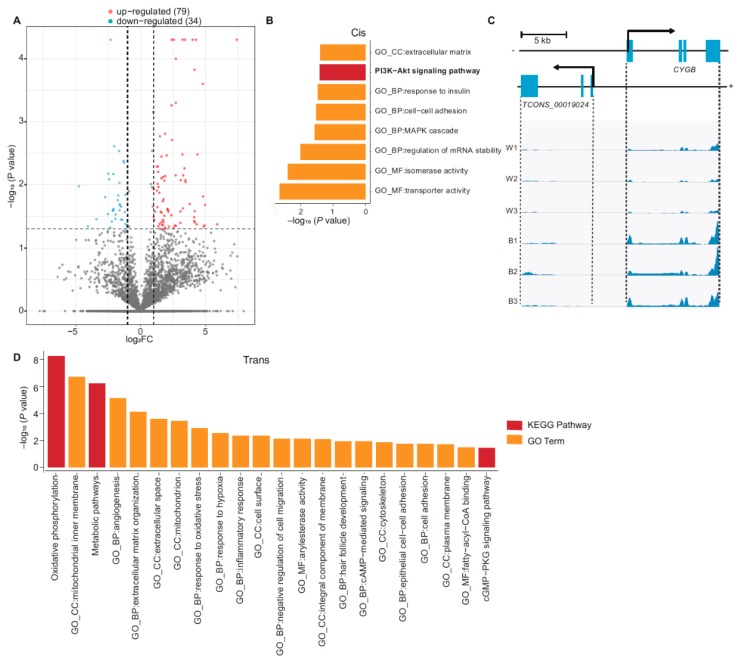
Functional enrichment analysis of DE lncRNAs. (**A**) DE lncRNAs between two groups (79 DE lncRNAs were up-regulated in white skin while 34 DE lncRNAs were down-regulated). (**B**) Functional enrichment analysis with 88 DE genes adjacent to DE lncRNAs (*p*-value < 0.05). (**C**) Genomic location and reads abundance of *TCONS_00019024* and its target gene *CYGB*. (Pearson correlation coefficient: 0.932, *p* = 0.01). (**D**) Functional enrichment analysis of trans target genes related to DE lncRNA.

**Figure 5:**
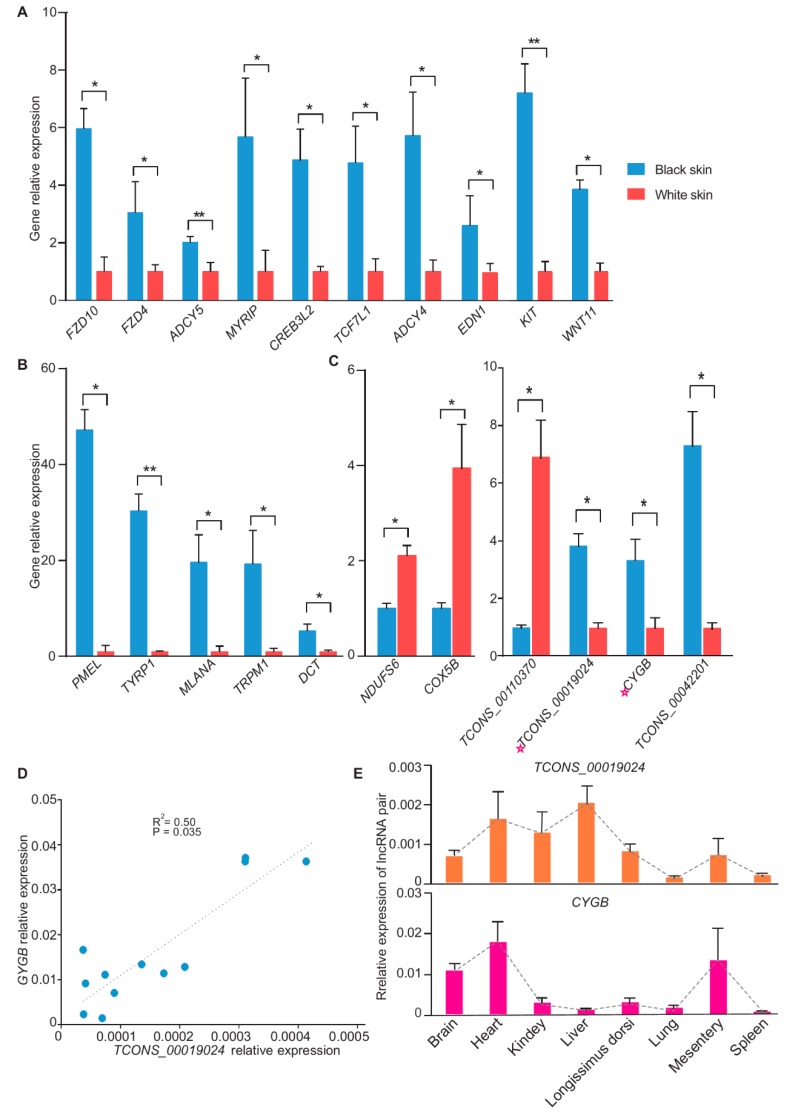
RT-PCR validation of the differentially expressed mRNAs and lncRNAs. (**A**) RT-PCR validation results of 10 coat color genes (*n* = 3). (**B**) RT-PCR validation results of melanocyte-specific expression gene (*n* = 3). (**C**) RT-PCR validation results of mRNA and lncRNA that were differentially expressed in the skin (*n* = 3). The lncRNA *TCONS_00019024* and its target gene *CYGB* were marked utilizing a pink star. (**D**) Correlation curve of *TCONS_00019024*/*CYGB*. RT-PCR data from skins were used to create a correlation curve (*n* = 6). Linear correlation coefficient of *TCONS_00019024*/*CYGB* was 0.71 (R^2^ = 0.50, *p* = 0.035). (**E**) Relative expression of *TCONS_00019024* and *CYGB* in 8 tissues (*n* = 3). * *p*-value < 0.05. ** *p*-value < 0.01.

**Table 1:** Expression of the melanocyte-specific genes.

Gene Name	Up/Down-Regulated in White	FC	*p*-Value	Functions
*TYR*	Down	Un-expressed in white	5.0 × 10^−5^	Melanin synthesis [2]
*TYRP1*	Down	B/W = 388:1	3.3 × 10^−2^	Melanosomal protein [2]
*TRPM1*	Down	B/W = 235:1	2.4 × 10^−1^	Regulate tyrosinase activity [34]
*MLANA*	Down	B/W = 164:1	1.5 × 10^−1^	Regulating *PMEL* processing [35]
*PMEL (sliver*)	Down	B/W = 157:1	3.5 × 10^−3^	Melanosome complex [36]
*DCT*	Down	B/W = 15:1	5.0 × 10^−5^	Melanosomal protein [2]

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/1/47/s1, Figure S1: Strategy of data analysis. Figure S2: Characteristic comparison of mRNAs and lncRNAs in exon numbers (A), CDS (coding sequence) length (B), expression levels (C) and coding potential (D) (calculated by CPC2). Figure S3: Hierarchical cluster analysis of expressed mRNA (A) and lncRNA (B). Pairwise Pearson correlations of expressed mRNA (C) and lncRNA (D). Figure S4: Hierarchical cluster analysis of differentially expressed mRNA (A) and lncRNA (B). Figure S5: The view of lncRNA-mRNA associated network. Table S1: Summary of data information. Table S2: Primer sequences of selected genes. Table S3: Expressed mRNAs. Table S4: Expressed lncRNAs. Table S5: Differentially expressed mRNAs. Table S6: Functional enrichment analysis of DEGs up- or down-regulated in white skin. Table S7: Differentially expressed lncRNAs. Table S8: Functional enrichment analysis of cis target genes. Table S9: Functional enrichment analysis of trans target genes.

# Supplementary material for: Transcriptional Differences of Coding and Non-Coding Genes Related to the Absence of Melanocyte in Skins of Bama Pig
**Source:** Genes (Basel). 2019 Dec 30;11(1):47. doi: 10.3390/genes11010047
**Supplement:** Supplementary file 1

*Article*

**Transcriptional differences of coding and non-coding genes related to the absence of melanocyte in skins of Bama pig**

**Long Jin ^1,†^, Lirui Zhao ^1,†^, Silu Hu ^1,†^, Keren Long ^1^, Pengliang Liu ^1^, Rui Liu ^1^, Xuan Zhou ^1^, Yixin Wang ^1^, Zhiqing Huang ^2^, Xuxu Lin ^1^, Qianzi Tang ^1,^* and Mingzhou Li ^1,^***

† These authors contributed equally to this work.

**Abstract:** Skin is the body’s largest organ, the main function of which is to protect underlying organs from possible external damages. Melanocyte plays an important role in skin pigmentation. Bama pig has “two-end-black” phenotype with different coat colors across skin regions, e.g. white skin (without melanocytes) and black skin (with melanocytes), which could be a model to investigate skin-related disorders, specifically loss of melanocytes. Here, we generated expression profiles of mRNAs and long noncoding RNAs in Bama pig skins with different coat colors. In total, 14,900 mRNAs and 7,549 lncRNAs were expressed. Overall, 2,338 mRNAs were identified as being differentially expressed, including 1,305 that were down-regulated and 1,033 up-regulated in white skin (*P* < 0.05; |log_2_(fold change)| > 1). The genes down-regulated in white skin were associated with pigmentation, melanocyte-keratinocyte interaction, and keratin, while up-regulated ones were mainly associated with cellular energy metabolisms. We also identified 113 differentially expressed lncRNAs. These lncRNAs may be implicated in pigmentation, keratin synthesis and cellar energy metabolism. These results suggested that the loss of melanocyte-keratinocyte interaction in white skin of Bama pigs could lead to possible distinct physiological properties, such as development of hypertrophic scar. In general, this study provides insight into the transcriptional difference involved in melanocyte-loss induced keratinocyte changes and promotes pig as biomedical models in skin research.

**Keywords:** melanocyte deficiency; Bama pig; model; transcriptome;

**1. Introduction**

Skin is the largest organ for mammals, exhibiting a complex heterogeneous and multilayered structure, and containing various components and more than 10 types of cells [[1](#_ENREF_1)]. This organ is the main barrier to the external environment and protects underlying organs from trauma and radiation damage.

Numerous researches have been performed to investigate or demonstrate the structural components and physiological mechanisms of skin in human and mouse. For example, pigmentation, of which the procedure depends on the production of eumelanin and pheomelanin in melanocytes, provides protections for the skin of humans and other animals, as well as directly affects their appearance [[2](#_ENREF_2)]. Researchers also demonstrated that the interaction of plasma membrane between melanocyte and keratinocyte is critically important during melanosome translation [[3](#_ENREF_3),[4](#_ENREF_4)].

Bama pig is an indigenous breed in China, with a “two-end-black” coat color phenotype (black head and hip, white belt across the body), and the white skin of Bama pig lacks melanocyte [[5](#_ENREF_5)]. With this particular character and the similarities of structure, biochemistry, immunology, molecular biology and clinical behavior in skin, Bama pig has been used for researches on wound healing and hypertrophic scar [[6](#_ENREF_6)], and also could be appropriate models to study the loss of melanocytes and diseases associated with melanocyte deficiency, such as Waardenburg syndrome (deafness and skin pigmentation deficiency) and vitiligo (skin pigmentation deficiency) [[7-9](#_ENREF_7)]. But still, the physiological mechanism of melanocyte, keratinocyte and other types of cells in black and white skin of Bama pig is not well understood due to few studies that were conducted on Bama pigs.

To expound biological mechanisms and interaction between melanocyte and other types of cells, we investigated the mRNA and lncRNA expression profiles of black and white skin in six Bama pigs. In the present study, we identified 2,338 (DE mRNAs) differentially expressed mRNAs and 113 differentially expressed lncRNAs (DE lncRNAs). The DE mRNAs were mainly associated with coat color, keratin, the TCA cycle and oxidative phosphorylation. As a result of functional enrichment analysis of lncRNA, we found four DE lncRNAs which might have potential roles in pigmentation, keratin synthesis and cellar energy metabolism. The melanocyte-keratinocyte interaction would loss as a result of melanocyte’s absent in white skin, even, the melanocyte’s deficiency could lead to possible distinct physiological properties, such as the development of hypertrophic scar.

2. Materials and Methods

2.1. Pig skin sampling

Six two-year-old female Bama pigs of a similar-weight and were raised under the same feeding and rearing conditions were chosen for the experiments. The pigs were humanely killed, after being stunned by an electric shock to ameliorate their suffering. Then, white skin from the back and black skin from the buttocks with 8 mm[[10](#_ENREF_10)] in-depth were collected (**Figure 1**). Each collected sample was put into a 1.5-ml tube with 1 ml of RNAlater (Life Technologies, Beijing, China). Moreover, eight tissues of three Bama pigs (heart, brain, liver, spleen, mesentery, longissimus dorsi, kidney, lung) were also collected. Finally, the tubes and tissues were immersed in liquid nitrogen and stored at −80℃. All experimental and sample collection procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Animal Science and Technology of Sichuan Agricultural University, Sichuan, China, under permit No. DKY-S20163629.

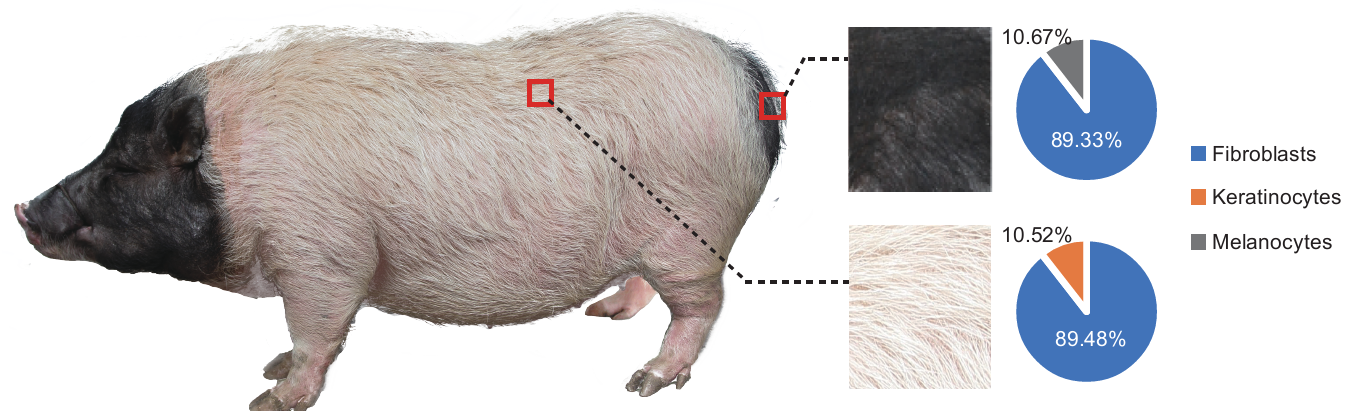

**Figure 1**. White and black skin were separately sampled from the pigs’ back and buttocks, and the pie plot shows the comparisons of Fibroblast, Keratinocyte and Melanocyte in two different skins after evaluated by CIBERSORT [[11](#_ENREF_11)].

2.2. Total RNA extraction, sequencing, and read mapping

A total of 3 μg of RNA (per skin sample) was extracted using Trizol reagent (Life Technologies, Beijing, China), in accordance with the manufacturer’s instructions, as was RNA of eight tissues from 3 Bama pigs (heart, brain, liver, spleen, mesentery, longissimus dorsi, kidney, lung). The integrity of RNA was checked by gel electrophoresis on 1.0% agarose gel with GoldView staining using an Agilent 2100 bioanalyzer. A NanoDrop spectrophotometer (Thermo Scientific) was used to measure the RNA concentrations. The RNAs with a ratio of absorbance at 260/280 nm of over 1.8 were selected for further study.

Six samples from three different pigs (named B1, B2, B3, W1, W2, and W3) were selected for sequencing. Approximately 1 µg of total RNA (per sample) and oligo(dT) magnetic heads were used for enriching poly(A) RNAs. The resulting fragments were used as a template for reverse transcription. Random hexamer primers, buffer, dNTPs, DNA polymerase I, and RNase H were used for generating RNA-Seq complementary DNA (cDNA) libraries; next, RNA-seq was conducted following the manufacturer’s standard procedures. High-quality strand-specific libraries were sequenced on the HiSeq X platform (Illumina, San Diego, CA, USA) and the bases were called using the software CASAVA v.1.8.2 (Illumina); then, 150-bp paired-end reads were obtained.

High-quality data were obtained by removing poly-N and low-quality reads from the raw data. As a consequence, a total of 44 Gb of clean data was acquired. The Q_30_ scores and GC content of the clean data were calculated. Clean data were mapped to the pig genome (*Sus scrofa* 11.1 from Ensembl) using TopHat (version 2.1.0) [[12](#_ENREF_12)]. (**Table 1**)

The RNA-Seq data have been deposited in NCBI’s (National Center for Biotechnology Information) Gene Expression Omnibus (GEO) and the accession number was GSE125517.

Table 1 Summary of data information.

^a^: W represents the group of white skin samples of Bama pig;

^b^: B represents the Blacks;

^c^: M (Million Reads)

2.3. Messenger RNA analysis

The mRNA expression level of fragments per kilobase per million mapped reads (FPKM) for each sample was calculated with StringTie (version 1.3.3) [[13](#_ENREF_13)]; mRNAs with FPKM > 0.5 in at least one sample in at least one group were considered to be expressed. Then Cuffdiff (part of Cufflinks, version 2.2.1) [[12](#_ENREF_12)] was applied to detect differentially expressed genes, and those genes with adjusted-*P* values < 0.05 and |log_2_(FC)| > 1 were identified to be differentially expressed genes (DEGs).

2.4. Long noncoding RNAs’ identification

Mapped reads were assembled by StringTie and then merged with Cuffmerge (part of Cufflinks version 2.2.1) [[14](#_ENREF_14)]. Then, coding transcripts were filtered by the following steps: (1) remove transcripts of coding gene while comparing to annotated genome by Cuffcompare (part of Cufflinks) ; (2) comparing with the Pfam-27 database and trimming out transcripts with a *P*-value <10^−4^ by Hmmscan [[15](#_ENREF_15)]; (3) comparison with uniref and the nr database and trimming out transcripts with a *P*-value <10^−10^ by BLASTX (https://blast.ncbi.nlm.nih.gov/); and (4) prediction and calculation of the coding potential of the remaining transcripts by CPC [[16](#_ENREF_16)]. Transcripts without coding potential were retained. Finally, the expression levels of lncRNAs were calculated using StringTie. DE (differentially expressed) lncRNAs were detected by Cuffdiff. The lncRNAs with *P* values <0.05 were deemed to be differentially expressed (DE).

2.5. Clustering and Principal component analysis

FPKM values of the six samples (B1, B2, B3, W1, W2, and W3) were used for Principal component analysis (PCA) analysis as well as clustering analysis.

2.6. Profiling melanocyte proportion with CIBERSORT

The RNA-seq data of melanocyte, keratinocyte and fibroblasts were downloaded from reference[[17](#_ENREF_17)]. The CIBERSORT [[11](#_ENREF_11)] was used to estimate the proportion of melanocyte, keratinocyte and fibroblasts within skin.

2.7. Construction of lncRNA-mRNA interaction network

The R package WGCNA was used to detect interactions between lncRNA and mRNA[[18](#_ENREF_18)]. The Cytoscape (version 3.2.1)[[19](#_ENREF_19)] was used to construct the lncRNA-mRNA interaction network.

2.8. Functional enrichment analysis

Gene Ontology (GO) functional enrichment analysis and KEGG pathway functional enrichment analysis were performed with DE genes at the DAVID web server (<http://david.abcc.ncifcrf.gov/>). To predict the functions of the DE lncRNAs, the differentially expressed genes that were within 100 kb of the lncRNAs or showed a high correlation with the lncRNA were collected and performed functional enrichment analysis as well. The KEGG pathways or GO terms with Benjamini-corrected *P-*value < 0.05 were considered to be significant.

Pearson’s correlation coefficients between DE lncRNAs and the DE mRNAs were calculated with *Hmisc* (an R package from <https://cran.r-project.org/>), with the aim of identifying correlations between functional lncRNAs and DE mRNAs [[20](#_ENREF_20)].

2.9. Validation of genes and lncRNAs by Real-Time PCR

Twenty-one genes (3 lncRNA included) (**Table S1**) were selected for the validation and another eight tissues of three Bama pigs were used to investigate the regulations between the lncRNA *TCONS_00019024* and that of *CYGB* (n=3). To investigate the correlation between *TCONS_00019024* and *CYGB*, RNAs from the skin of six Bama pigs were used for the experiment (n=6). The genomic DNA in RNA samples was removed by gDNA Eraser (TaKaRa, Shanghai, China) at 42°C for 5 min. Five micrograms of RNA was reverse-transcribed into cDNA using RT Reagent Kit (TaKaRa, Shanghai, China). The primers for the genes and lncRNAs were designed using Primer 5.0 and tested by NCBI Primer-Blast. The volume of the reaction mixture was 10 µl, with 1 µl of cDNA, 0.5 µl of primers, 5 µl of SYBR (TaKaRa, Shanghai, China), and 3 µl of RNA-free water. The following RT-PCR reaction was performed for all genes and lncRNAs: 95°C for 3 min; followed by 40 cycles of 95°C for 10 s and amplification at the optimal temperature for each sample for 30 s; 95°C for 30 s; and then a melting curve analysis (65°C to 95°C). The expression of β-actin was used to correct the gene expression data. The 2^−ΔΔCT^ method was used to analyze the RT-PCR data and calculate relative expression. If a gene was up-regulated in black skin, its expression relative to that in white skin was calculated. If a gene was up-regulated in white skin, its expression relative to that in black skin was also calculated. The *t*-test was used to test the significance of differences in gene expression.

3. Results

3.1. Expression profiles of mRNAs and lncRNAs

Approximately 49.03 million raw reads were generated for each sample, and 43–58 million clean reads were obtained for further analysis. A total of 93%–97% of the clean reads can be mapped to the pig genome (**Table 1**). In total, 14,900 mRNAs and 7,549 lncRNA were identified to be expressed in our samples (**Tables S2** and **S3**), and the characteristic of lncRNA and mRNA transcripts showed that lncRNAs have fewer exon number (median value = 2), shorter transcript length (median value = 588nt), lower expression level (average FPKM value = 1.76) and lower coding potential, compared to mRNA (median of exon number = 8; median of transcript length = 2622nt; average FPKM value=30.72) which were consistent with previous researches (**Figure S1 A-D**) [[21-23](#_ENREF_21)]. Principal component analysis (PCA) (**Figure 2 A, B**), hierarchical cluster of expressed (**Figure S2 A, B**) or differentially expressed (**Figure S3 A, B**) mRNAs and lncRNA, as well as Pearson matrix correlation (**Figure S2 C, D**) based on expressed mRNA and lncRNA all indicated obvious variations between white and black skins. As shown in **Figure 1**, the fibroblast is the major cell type in skin, and the lack of melanocyte in the white skin, which was consistent with previous observation[[5](#_ENREF_5)].

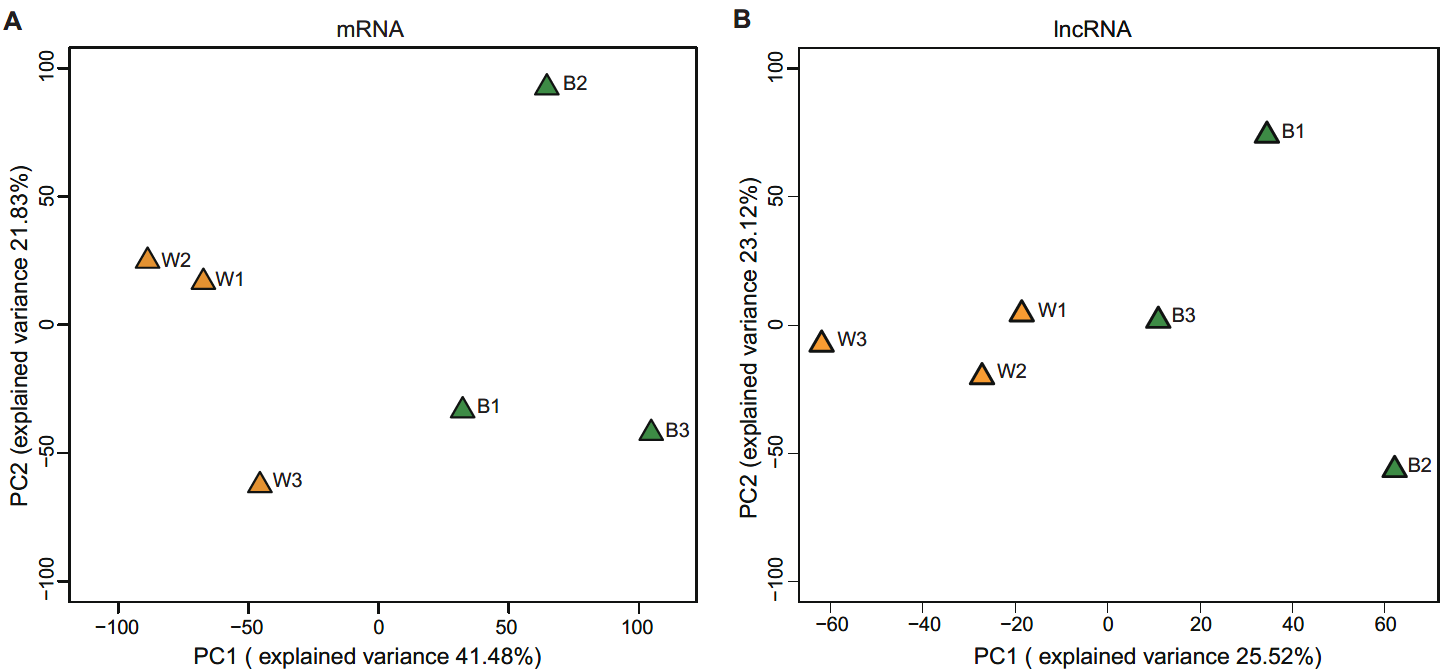

**Figure 2**. Principal component analysis of mRNA **(A)** and lncRNA **(B)**.

3.2. Functional enrichment analysis of DE mRNA

2,338 mRNAs were identified to be differentially expressed between two groups (**Table S4**). Among these DE mRNAs, 1,305 were down-regulated and 1,033 up-regulated in white skin (**Figure 3A**), including 239 genes down-regulated less than 0.25-fold and 295 genes up-regulated more than 4-fold (marked in **Table S4**).

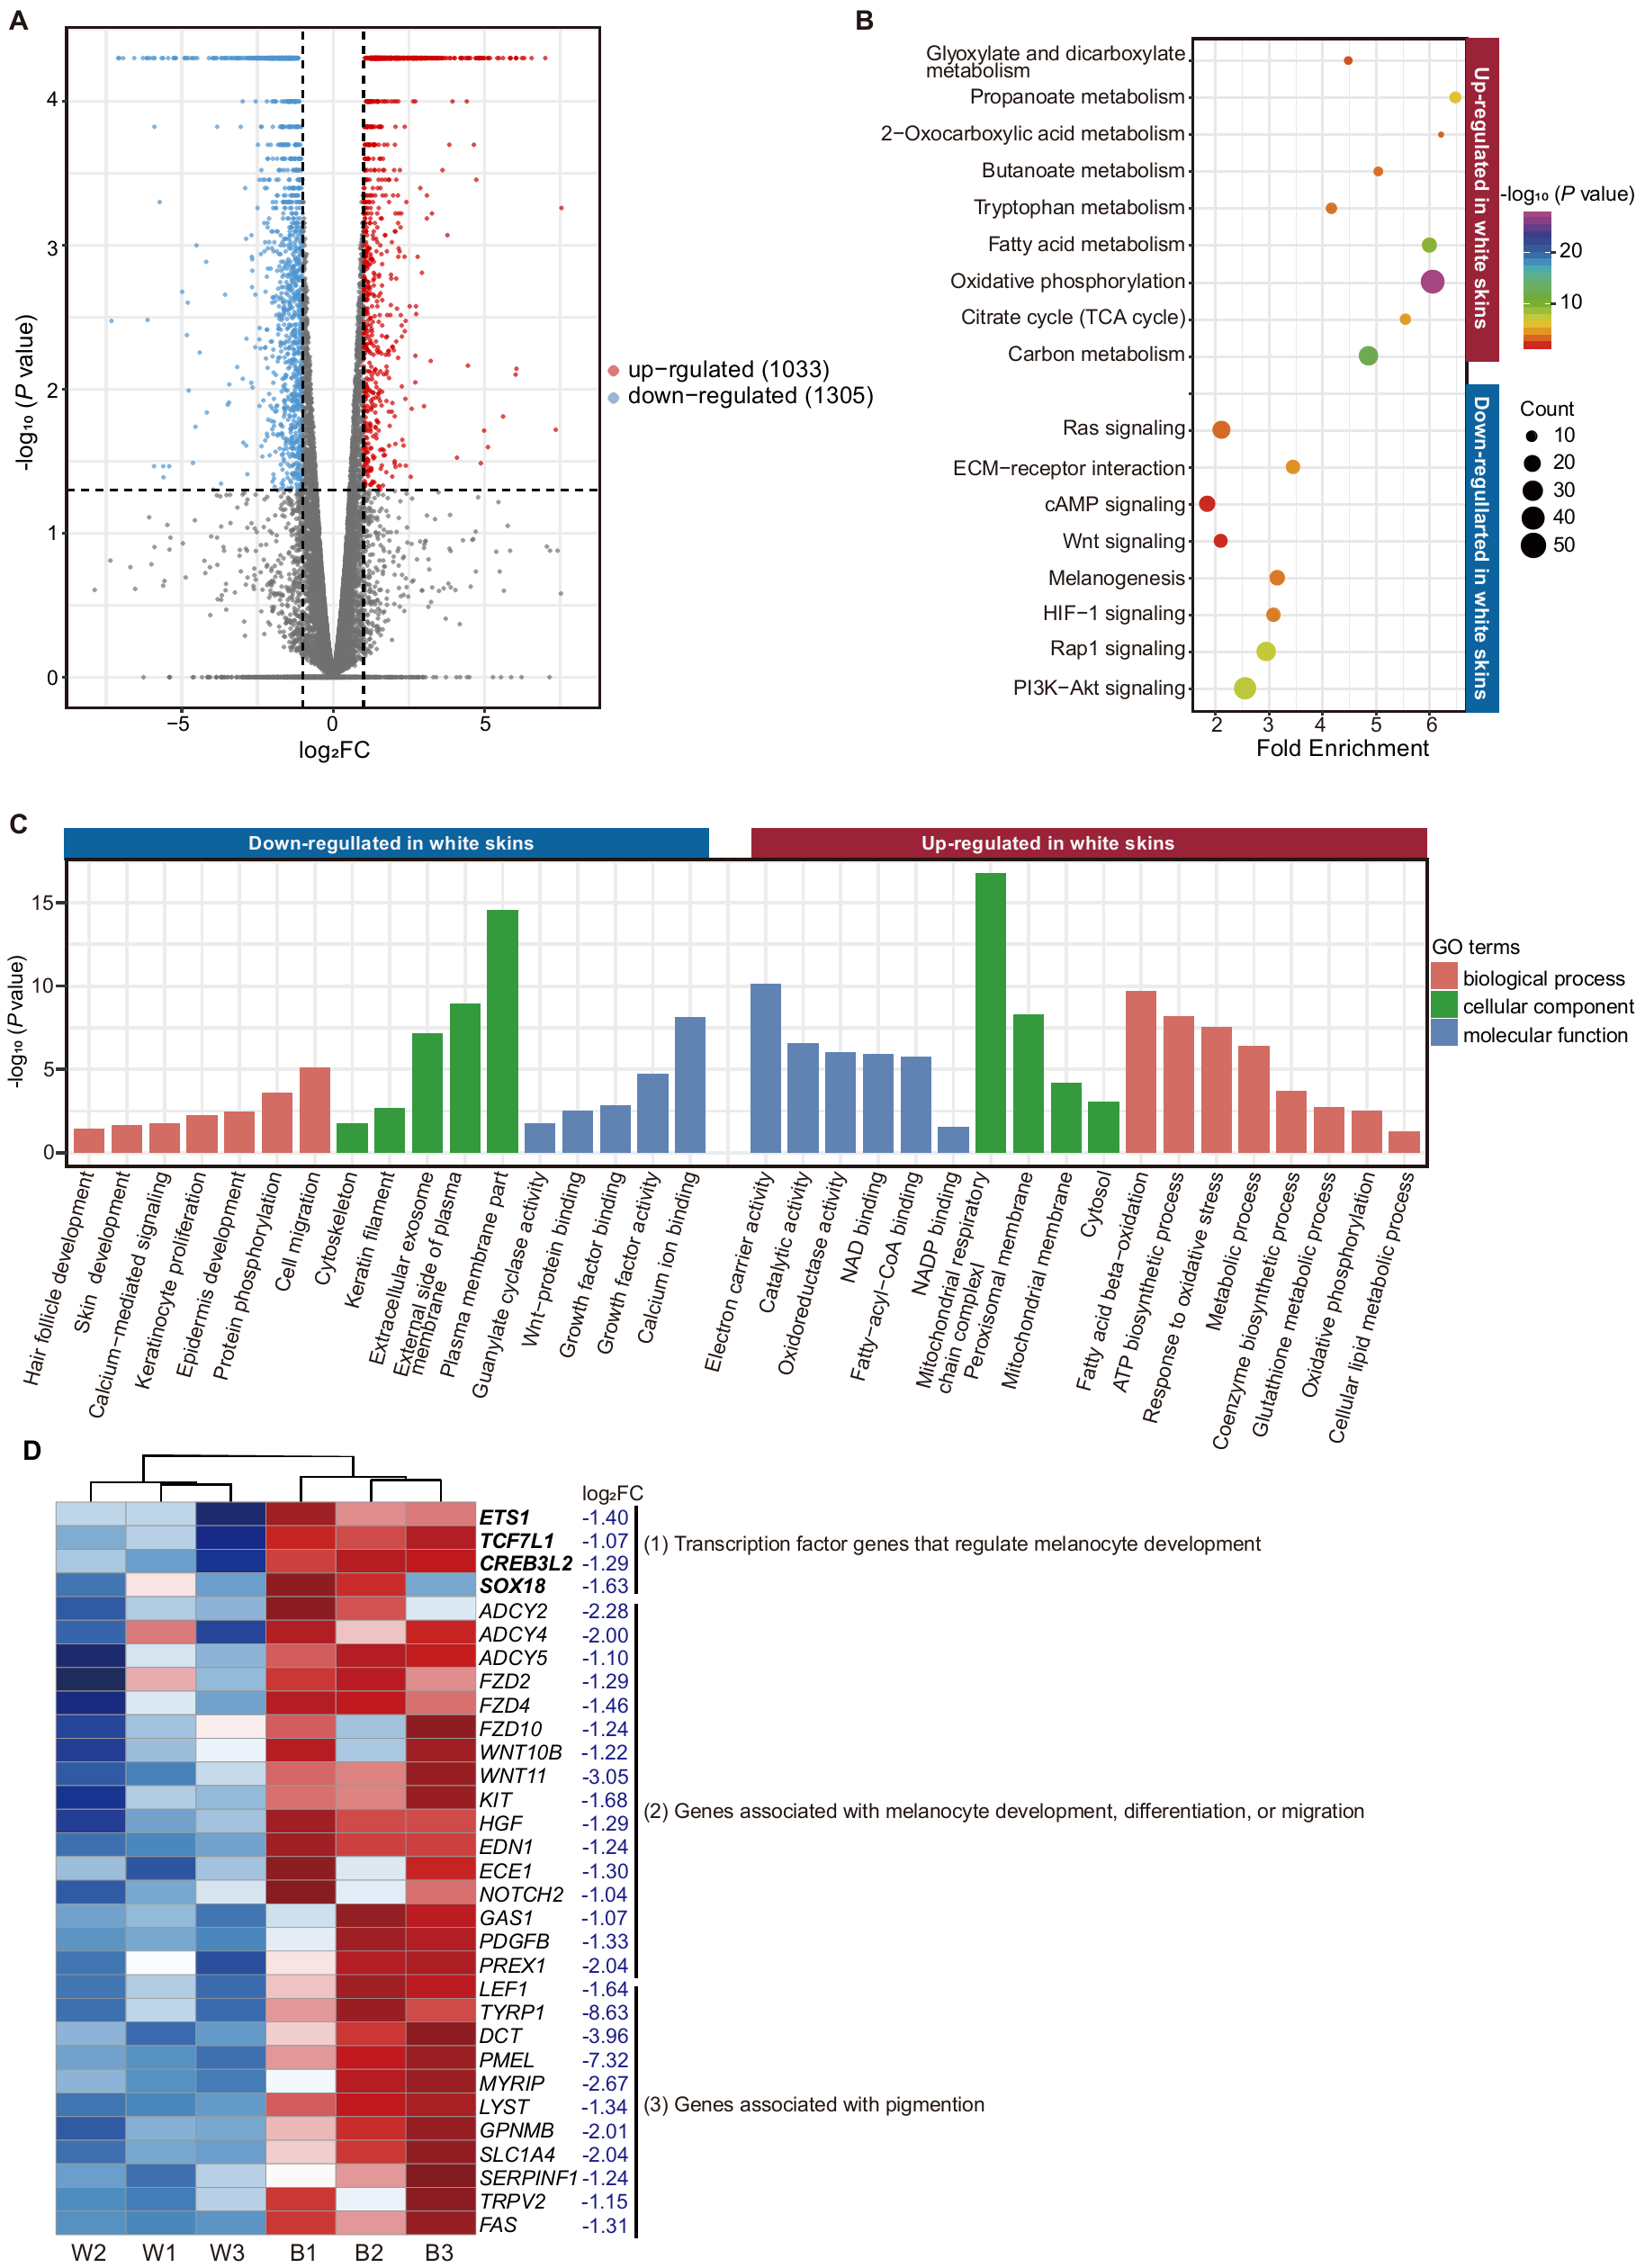

**Figure 3**. Enrichment analysis of DE mRNAs. **(A)** Volcano plot for 2,338 DE genes, of which, 1,305 were down-regulated in white skins, while 1,033 were up-regulated. **(B)** Functional enrichment analysis of the KEGG pathway (genes down-regulated in white skin were marked blue and up-regulated marked red; Benjamini corrected *P*-value < 0.05). **(C)** Gene Ontology (GO) enrichment analysis (genes down-regulated in white skin marked blue and up-regulated marked red *P*-value < 0.05). (**D)** Identification of genes associated with melanogenesis. The gene with bold are transcript factor genes (cluster (1)).

The down-regulated genes in white skin mainly related to coat color, such as, melanogenesis (*P* = 4.77 ×10^-4^), WNT signaling pathway (*P* = 9.86 ×10^-3^), PI3K-Akt signaling pathway (*P* = 7.49 ×10^-9^), cAMP signaling pathway (*P* = 9.53 ×10^-3^), and ECM-receptor interaction (*P* = 2.51×10^-5^) (**Figure 3B**, **Table S5**) [[24-29](#_ENREF_24)]. In addition, the well-known melanocyte-specific genes *TYR*, *TRPM1*, *TYRP1*, *PMEL* and *MLANA* were hardly expressed in white skin [[30](#_ENREF_30)](**Table 2**).

Table 2 Expression of the melanocyte-specific genes

We also noticed 31 coat color genes (**Figure 3D**) down-regulated in white skin (*P* < 0.05; log_2_FC < −1), which were proved to be lowly expressed in white skin. [[33-40](#_ENREF_33)] Those 31 coat color genes could be divided into three classes: (1) transcription factor genes that regulate melanocyte development, such as *ETS1*, *TCF7L1*, and *SOX18* [[35](#_ENREF_35),[36](#_ENREF_36)]. (2) genes that regulate melanocyte development, differentiation, or migration, such as *KIT*, *HGF*, *EDN1* and *WNT11* [[2](#_ENREF_2),[7](#_ENREF_7),[41](#_ENREF_41),[42](#_ENREF_42)]. (3) genes associated with pigmentation, such as *DCT*, *TYRP1*, *PMEL* and *MYRIP* [[7](#_ENREF_7),[33](#_ENREF_33),[40](#_ENREF_40),[43](#_ENREF_43)]. Melanocytes produce melanin and secrete melanosomes, playing an irreplaceable role in pigmentation. Proteins encoded by genes in class (1) and (2) are required for normal development and the migration of melanocytes [[2](#_ENREF_2),[7](#_ENREF_7)]. Disruption of these genes would contribute to a lack of melanocytes in hair, skin, and the inner ear, and result in pigmentation deficiency [[7](#_ENREF_7),[35](#_ENREF_35),[38](#_ENREF_38),[41](#_ENREF_41),[44](#_ENREF_44)]. But for genes in class (3), the distribution of melanocyte was not affected by these genes’ decreasion[[2](#_ENREF_2),[7](#_ENREF_7)]. For example, *SOX* transcript factor family is required for melanocyte development, mutation of SOX gene family could result in Waardenburg syndrome [[45](#_ENREF_45)].*KIT* (c-kit) (log_2_FC = -1.68; *P* = 2.5 × 10^−4^) plays crucial roles in melanocyte development, melanocyte differentiation, and melanocyte migration [[2](#_ENREF_2),[7](#_ENREF_7),[46](#_ENREF_46)]. Mutation of *KIT* gene may cause melanocyte defective in European domestic pigs [[44](#_ENREF_44)]. While mutation of *TYRP1* or *PMEL* caused defective in eumelanin synthesis instead of melanocyte loss [[43](#_ENREF_43),[47](#_ENREF_47)]. Therefore, the genes in class (1) or (2) may play important roles in shaping the “two-end-black” phenotype. We also found these genes that may be implicated in pigmentation were down-regulated in white skin, such as keratins (*KRT*) gene [[48-50](#_ENREF_48)].

Except for pigmentation, we found numerous genes down-regulated in white skin were significantly enriched in subcategories close associated with the melanocyte-keratinocyte interaction, such as plasma membrane (384 genes) (*P* = 2.99 × 10^-15^), external side of the plasma membrane (41 genes) (*P* = 1.19 × 10^-9^), calcium ion binding (89 genes) (*P* = 7.60 × 10^-13^), and extracellular exosome (251 genes) (*P* = 7.33 × 10^-8^) (**Table S5**) as well as some terms closely related to skin’s structure like: keratin filament (*P* = 2.07 × 10^−3^), hair follicle development (P = 3.64 × 10-2) and skin development (*P* = 2.21 × 10^-2^) (**Table S5**) (**Figure 3C**).

While, up-regulated genes in white skin were mainly enriched in pathways link with cellular energy metabolism, such as oxidative phosphorylation (*P* = 6.78 × 10^-28^), carbon metabolism (*P* = 6.51 × 10^-13^), TCA cycle (*P* = 1.33 × 10^-5^), and propanoate metabolism (*P* = 7.37 × 10^-7^). (**Figure 3B**, **Table S5**). These observations suggest active cellular energy metabolism occurs in white skin compared with that in black skin. Besides, up-regulated gene were also significantly enriched in terms including catalytic activity (*P* = 2.87 × 10^-7^), oxidoreductase activity (*P* = 1.04 × 10^-6^), NADP binding (*P* = 3.04 × 10^-3^), fatty acid metabolic process (*P* = 5.11× 10^-5^), and mitochondrial membrane (*P* = 8.70 × 10^-4^) (for details, see **Table S5**) (**Figure 3C**).

3.3. Functional enrichment analysis of DE lncRNAs

113 lncRNA were identified to be differentially expressed, among which 34 were down-regulated and 79 were up-regulated in white skin (**Table S6**, **Figure 4A**). 88 DE mRNAs were oriented nearby those DE lncRNAs with 100kb. These DE mRNAs were found to be enriched in *PI3K*-*Alt* signaling pathway (*P* = 4.0 × 10^-2^) which were involved in pigmentation (**Figure 4B**) [[26](#_ENREF_26)].

In addition, we found four DE lncRNAs (*TCONS_00077733*, *TCONS_00042201*, *TCONS_00060772* and *TCONS_00019024*) might play roles in keratin synthesis, response to insulin, beta-oxidation of fat and melanocyte survival. For example, there were four keratin genes (*KRT80*, *KRT7*, *KRT81*, and *KRT86*) oriented nearby *TCONS_00077733* within 100kb, particularly *KRT80* which is convergent and 17,754 bp downstream of *TCONS_00077733* (r = 0.97, *P* = 7.60 × 10^−4^), which assumed that *TCONS_00077733* might be related to keratin synthesis. Moreover, *TCONS_00042201* is located sense with *IRS1* and 336 bp upstream of it (r = 0.85, *P* = 3.27 × 10^−2^). *IRS1* encodes insulin receptor substrate 1, which is associated with response to insulin [[51](#_ENREF_51)]. Mutation of IRS1 may thus contribute to insulin resistance [[51](#_ENREF_51)]. In addition, *TCONS_00060772* is an antisense lncRNA of *HSD17B4* and located overlaps with it (r = 0.99, *P* = 6.01 × 10^−6^). *HSD17B4* is involved in the beta-oxidation of fat [[52](#_ENREF_52)]. Besides, *TCONS_00019024* is divergent lncRNA [[21](#_ENREF_21)] of *CYGB* (cytoglobin), being located 3,888 bp upstream of *CYGB*. This lncRNA/mRNA pair was found to be up-regulated in black skin, showing a Pearson’s correlation coefficient of 0.932 (*P* = 1 × 10^−2^).(**Figure 4C**) *CYGB* is a *ROS* scavenger in melanocytes and plays a role in maintaining melanocyte survival [[53](#_ENREF_53)]. These results suggest some DE lncRNA may have a potential role in pigmentation, keratin synthesis and cellar energy metabolism.

Furtherly, 474 DE mRNAs showed high correlation (|r| > 0.95, *P* < 0.05) with 113 DE lncRNAs. These 474 DE mRNAs significantly enriched in Oxidative phosphorylation (*P* = 4.68 × 10^-8^), mitochondrial inner membrane (*P* = 6.46 × 10^-8^) and plasma membrane (*P* = 2.20 × 10^-2^) (**Figure 4D**). In addition, the lncRNA-mRNA interaction network indicated lncRNA *TCONS_00077733* may interact with *KRT* genes by trans (**Figure S4**). These results implied that DE lncRNA might be associated with cellar energy metabolism and melanocyte-keratinocyte interaction.

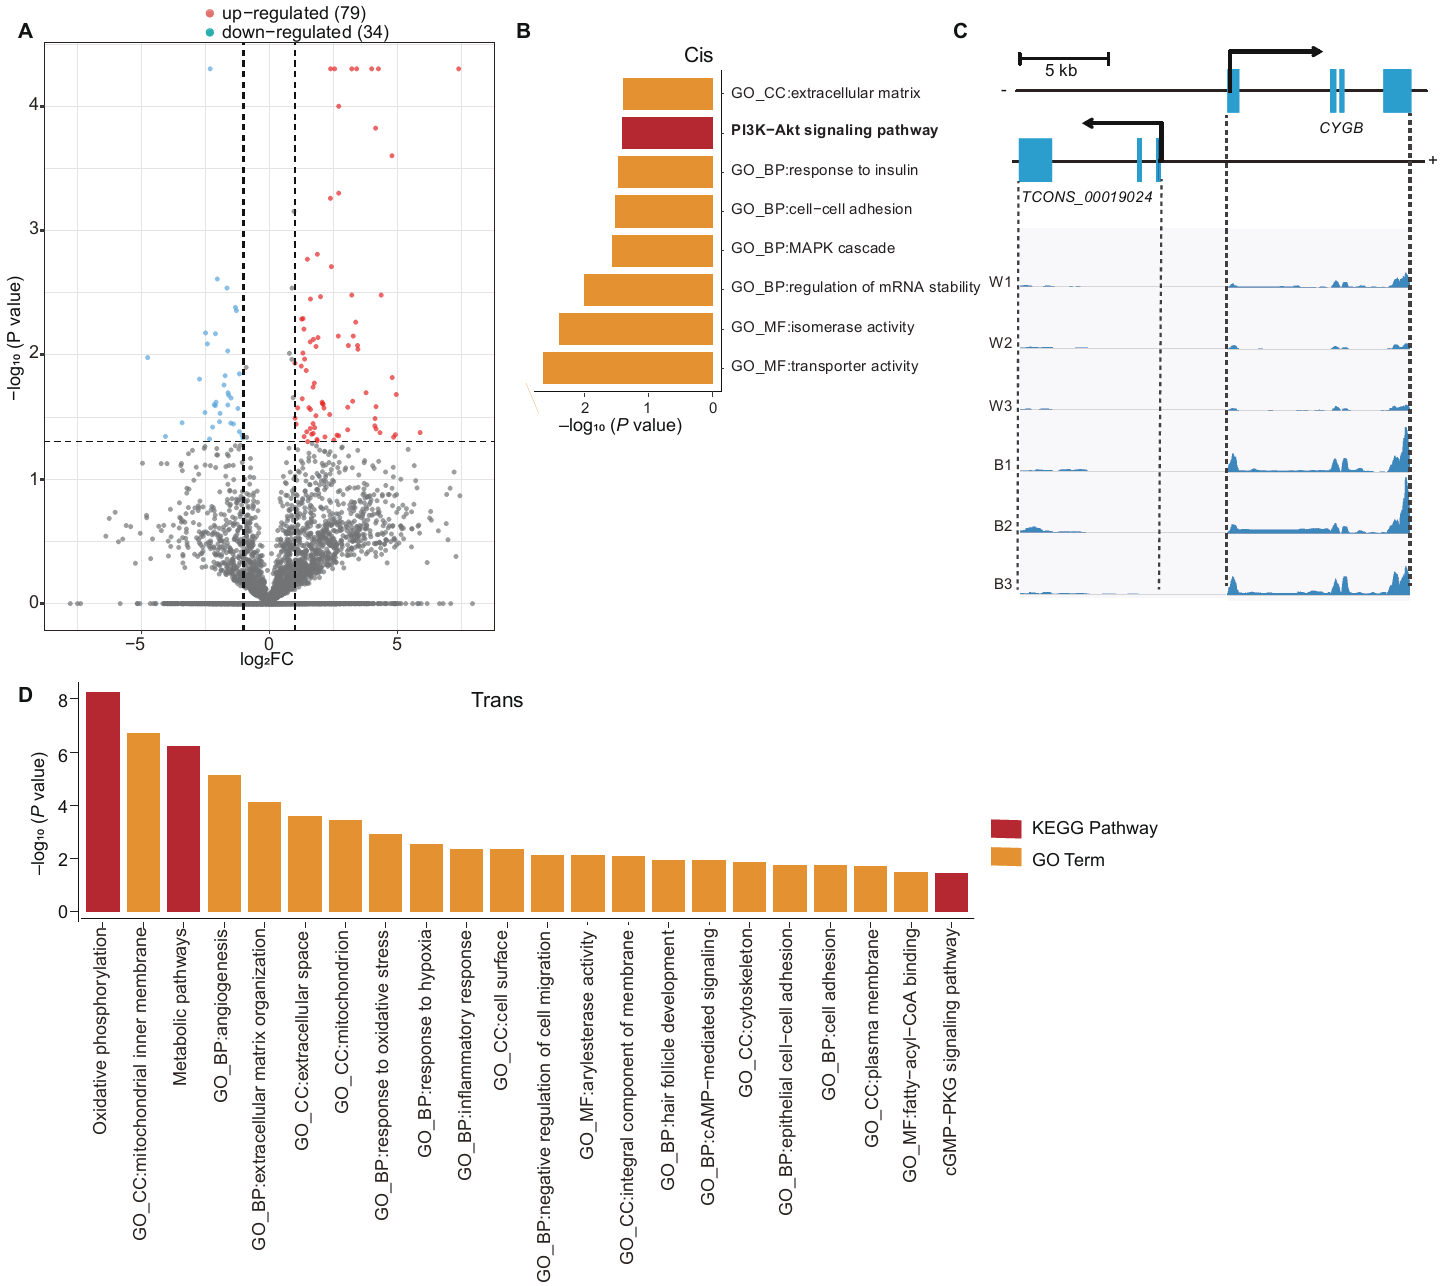

**Figure 4**. Functional enrichment analysis of DE lncRNAs. **(A)** DE lncRNAs between two groups (79 DE lncRNAs were up-regulated in white skin while 34 DE lncRNAs down-regulated). **(B)** Functional enrichment analysis with 88 DE genes adjacent to DE lncRNAs (*P*-value < 0.05). **(C)** Genomic location and reads abundance of *TCONS_00019024* and its target gene *CYGB*. (Pearson correlation coefficient: 0.932, P=0.01). **(D)** Functional enrichment analysis of trans target genes related to DE lncRNA.

3.4. Quantitative Real-Time PCR Validation

21 genes were selected for the validation. The melanocyte-specific genes (*TRPM1*, *TYRP1*, *PMEL*, *MLANA* and *DCT*) were significantly highly expressed in black skin and 21 genes above were indeed differentially expressed (**Figure 5A–C**).

RT-PCR indicated that the correlation coefficient between *TCONS_00019024* and *CYGB* was 0.71 in the skin (R^2^ = 0.50, *P* =3.5 × 10^−2^) (**Figure 5D**). We also investigated the relative expression of the TCONS_00019024/CYGB pair in eight other tissues. The results showed that *TCONS_00019024* and *CYGB* presented different expression patterns in the tissues, implying that the correlation of *TCONS_00019024* with *CYGB* may only occur in skin (**Figure 5E**). In conclusion, the qRT-PCR experiment validated well the discovery of RNA-Seq and supported the reliability of RNA-Seq.

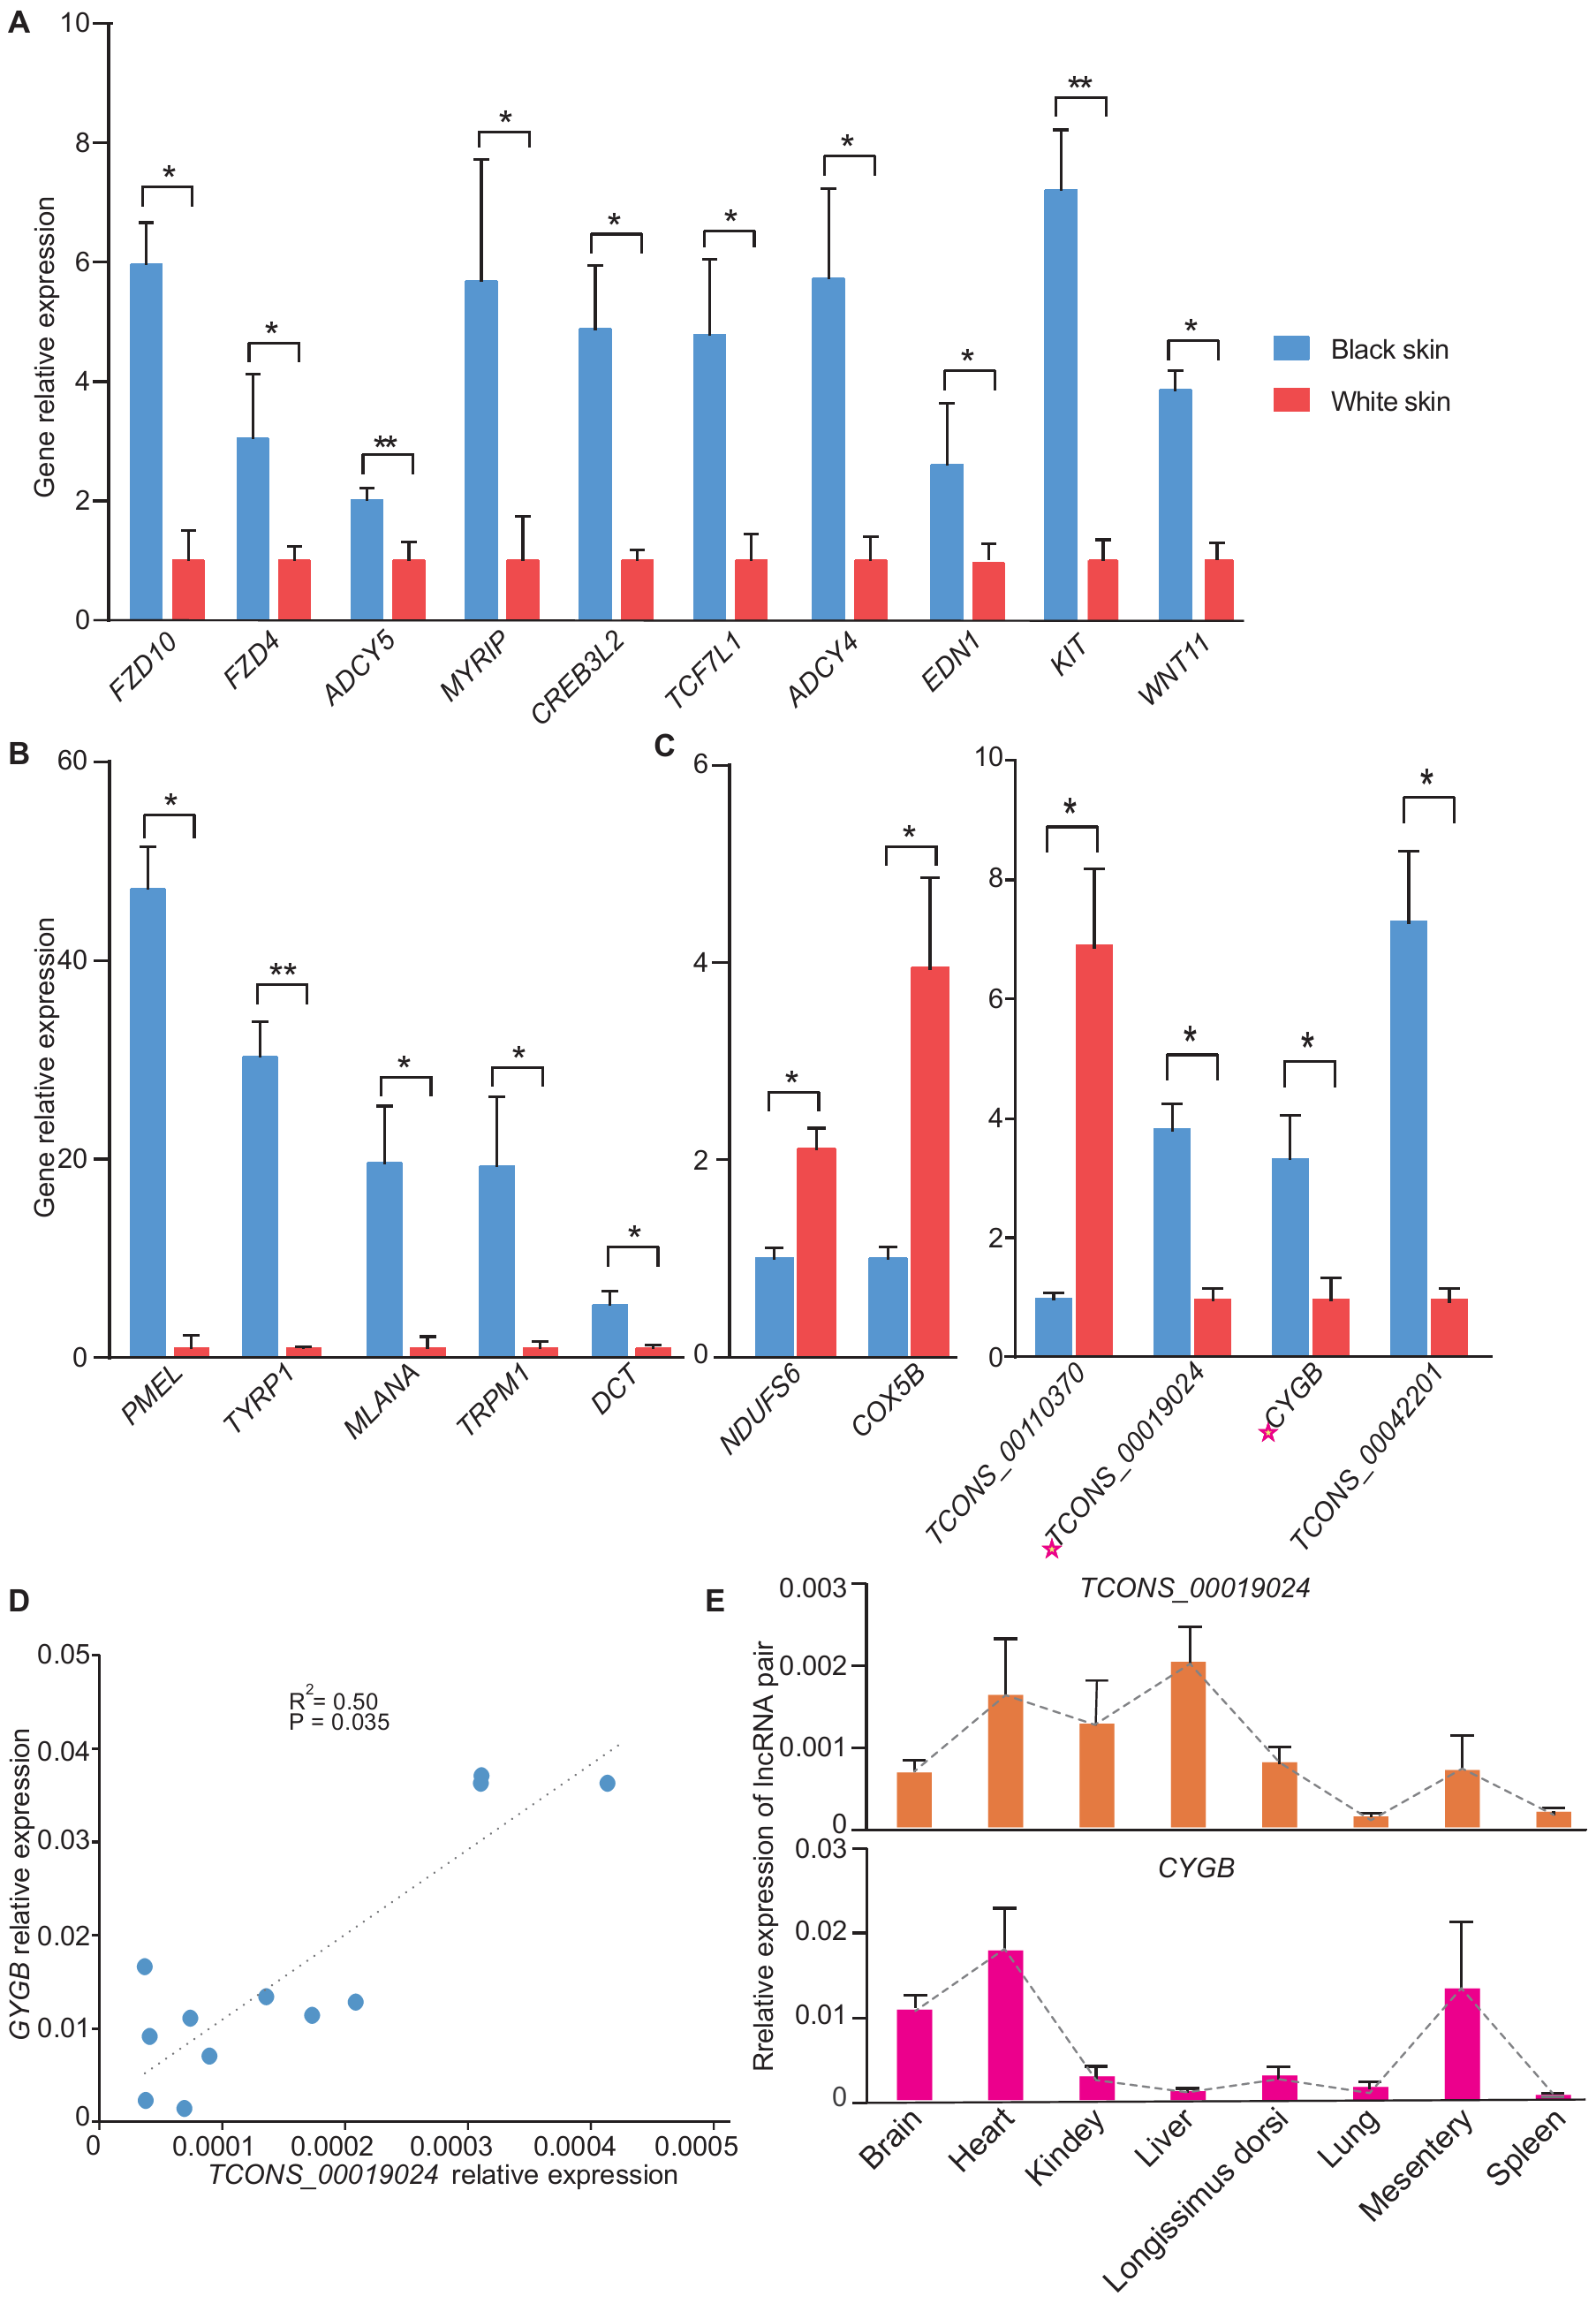

**Figure 5**. RT-PCR validation of the differentially expressed mRNAs and lncRNAs. **(A)** RT-PCR validation results of 10 coat color genes (n=3). **(B)** RT-PCR validation results of melanocyte-specific expression gene (n=3). **(C)** RT-PCR validation results of mRNA and lncRNA that differentially expressed in the skin (n=3). The lncRNA *TCONS_00019024* and its` target gene *CYGB* were marked utilizing pentagram. **(D)** Correlation curve of *TCONS_00019024*/*CYGB*. RT-PCR data from skins were used to create a correlation curve (n=6). Linear correlation coefficient of *TCONS_00019024*/*CYGB* were 0.71 (R^2^=0.50, P=0.035). **(E)** Relative expression of *TCONS_00019024* and *CYGB* in 8 tissues (n=3). * *P*-value < 0.05. ** *P*-value < 0.01.

4. Discussion and Conclusions

Skin is an important and the largest organ of the body, which provides protection for the underlying organs. Melanocyte inhabits in the skin whose major function is for the pigmentation of skin and hair. Loss of melanocyte would cause pigmentation deficiency. Mechanisms of melanocyte deficiency are still not fully understood and the transcriptome profiles study related to the lack of melanocytes are insufficient. Even the mechanism associated with the cross-talk between melanocyte and other types of cells in the skin is still not well understood in the pig. Therefore, we performed transcriptomic analysis of Bama pig skin to reveal the mechanism potentially associated with the loss of melanocytes or interaction networks related to melanocyte in the pig.

Previous research showed that the correlation coefficient of mRNA expression between the skin and other tissues was 0.7–0.9 in humans [[54](#_ENREF_54)], while such a correlation between white and black skins was 0.92 (**Figure S2 C-D**). These studies indicated that the similarity of gene expression level between white and black skin was greater than that between the skin and other tissues. Even with a higher similarity, the skin in the different regions of the body is distinct in skin thickness and PH[[55](#_ENREF_55),[56](#_ENREF_56)]. The present study showed that the skin in two parts may differ in thickness and PH as well as the appearance, cellular energy metabolism and with/without melanocyte-keratinocyte interaction. As is well-illustrated that melanin synthesis in melanocyte[[2](#_ENREF_2)]. It’s hard for white skin to synthesize melanin without melanocyte, and no pigmentations in white skin. Differential expression of coat color gene could reflect the discrepancy in melanin synthesis between the skin between black and white skin.

Melanocyte and keratinocyte are important compositions of skin and there is a close interaction between keratinocyte and melanocyte in the skin. The absence of melanocyte in white skin could result in the disappearance of melanocyte-keratinocyte interaction and may impact on the function of keratinocyte. In human, the calcium (Ca^2+^) plays an important role in the interaction of keratinocytes and melanocytes. Moreover, the interaction between the keratinocyte plasma membrane and melanocyte plasma membrane was shown to be essential for melanosome transfer [[3](#_ENREF_3),[4](#_ENREF_4)]. Interestingly, many down-regulated genes in white skin were associated with calcium release or the plasma membrane, such as *ITSN1* (log_2_FC = −1.72, *P* = 5 × 10^−5^), *BTK* (log_2_FC = −1.01, *P* = 4.72 × 10^−2^), *FYN* (log_2_FC = −1.32, *P* = 5 × 10^−5^), and *CCR*1 (log_2_FC = −1.69, *P* = 1.5 × 10^−4^) (**Figure 3C**, **Table S4**). Downregulation of these genes could provide evidence of the disappearance of melanocyte-keratinocyte interaction in the white skin of Bama pig. Moreover, keratinocyte plays an important role during development of hypertrophic scar [[57](#_ENREF_57)]. Melanocyte could accelerate wound closure by stimulating keratinocyte proliferation and development of scar by stimulating the growth and pro­liferation of fibroblasts[[58](#_ENREF_58),[59](#_ENREF_59)]. Comparison with white skins, the black skins owned more melanocyte. The black skin may be more prone to hypertrophic scars than the white skin. Previous wound healing experiments also demonstrated the skin of Duroc pig (with melanocyte) is more prone to hypertrophic scars than the skin of Hampshire pig (melanocyte deficiency)[[60-62](#_ENREF_60)]. Therefore, the black skin of the Bama pig may be more suitable for hypertrophic scar research.

How the deposited data were processed for this re-analysis (not part of the article)

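Skin was sampled to a depth of 8 mm from 3 female Bama pigs aged 2 years, white skin from the back and black skin from the buttock of each pig, which gives 3 samples of white and 3 of black skin. The 2 deposited files hold FPKM values, for mRNAs and for lncRNAs, which the authors calculated with StringTie after alignment with TopHat, with lncRNAs assembled from the same reads and filtered for coding potential. The authors kept mRNAs with an FPKM above 0.5 and lncRNAs with an FPKM above 0.1 in at least 1 sample. No further normalization between samples is stated. The deposited values hold no counts, so the depth behind each value is unknown and no interval for counting error was computed. All 6 columns were used.

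White and black skin were compared with limma 3.58.1 in R 4.3.3, with the trend option, on log2(FPKM + 0.5) for mRNAs and log2(FPKM + 0.1) for lncRNAs. Features with an adjusted p (Benjamini-Hochberg) below 0.05 and an absolute log2 fold change above 1 were taken as differentially expressed. The pig was not part of the model, as in the paper, and a fit with the pig as a block was computed beside it. The model was tested on simulated data with the means and spread of the deposited values. Gene sets were tested with limma's camera at a correlation between genes of 0.01. Sets of which less than 80% could be named were not tested. The files give mRNAs by identifier, and names were taken from the supplement of the paper for 2303 of 14900 (15.5%). For 5 genes that the paper names, no identifier was found. Because the supplement lists DE and enriched genes, the named genes are not a random sample. Positions came from the same supplement and, for neighbouring genes, from the RefSeq gene table of Sscrofa11.1.

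Differences between single values were tested with an exact permutation test, two-sided, for which 3 samples against 3 give a smallest p of 0.1. Correlations over all 6 samples were tested by permuting the samples, and those after centring each skin by permuting samples within each skin. For pairs in which the skins formed separate clusters, the passages give the centred r only. The draws of lncRNAs for the count of neighbouring mRNAs numbered 10000. These steps ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Genes and lncRNAs given by name are those that the paper names in its text, Table 1, Fig. 3D or Fig. 5, and the 5 mRNAs and 3 lncRNAs with the largest change in each direction among those past both thresholds and changed in the same direction in the 3 pigs; any other is said to be chosen after its values were seen. The comparisons, the thresholds, this rule and the alternatives were set before the data were examined, apart from those that the sections that follow name as added later. The alternatives were other pseudocounts, a block for the pig, upper-quartile scaling, quantile normalization, limma without the trend, p before adjustment, filters on the mean FPKM, and leaving out each sample in turn. Cell type proportions, enrichment of terms, exon numbers, transcript lengths, coding potential, the co-expression network and the qPCR were not analysed here.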

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

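The tests of the HOX gene clusters and of the region shared by chromosomes X and Y were chosen before their results were seen, and the test of TCONS_00077941 without white skin replicate 3 and that of the posterior HOX genes after.

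The pigs were female, and 13 lncRNAs of the deposited table lie on chromosome Y, between 2416085 and 7683151, a signal in transcripts the paper does not discuss. Of the 13, 3 were above the expression threshold in all 6 samples, TCONS_00120464, TCONS_00120485 and TCONS_00120483, the last at 70.9 to 273 FPKM. TCONS_00120492, chosen like these after its values were seen, was listed at 0.561, 0 and 0 FPKM in white skin replicates 1, 2 and 3 and at 6.45, 1.48 and 4.50 in black skin (log2 fold change -4.27, adjusted p = 0.000685 from limma with Benjamini-Hochberg adjustment). A candidate explanation is reads from a region shared by chromosomes X and Y, and the RefSeq table listed 0 symbols on both chromosomes, which leaves this open because the table may not name shared genes alike. Reads from repeats or paralogs, and a sample from another animal, were not tested. No biological explanation was tested, and the pattern cannot be told apart from misplaced reads.

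TCONS_00077941 held 58.4% of the lncRNA FPKM of white skin replicate 3, against 10.6% and 17.3% in the other white samples and 0.0467% to 0.963% in the black samples, and the paper does not discuss it. A technical explanation is that this sample alone made the lncRNA higher in white skin. Without it the log2 fold change was 6.87, against 7.98 with all samples, so the direction does not rest on this sample alone. With each sample left out in turn the log2 fold change lay between 6.87 and 9.49. The adjusted p, 0.581 to 0.693 in these fits from limma with Benjamini-Hochberg adjustment, does not tell whether the call rests on single samples, because the prior degrees of freedom fell from 49.1 to between 1.53 and 2.35. Skin color and body site cannot be told apart here, and reads from other transcripts at this position were not tested.

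Among 19 lncRNAs that lie in the 4 HOX gene clusters, 1 was past both thresholds, in transcripts the paper does not discuss. TCONS_00080835, named after its values were seen, on chromosome 5 from 19178434 to 19178784, was listed at 0, 0.0808 and 0 FPKM in white skin and at 2.28, 7.43 and 1.72 in black skin (log2 fold change -4.71, standard error 0.84, adjusted p = 0.000285 from limma with Benjamini-Hochberg adjustment), lower in white skin in 3 of 3 pigs. HOX genes differ along the body, so body site, back against buttock, may be the source. The share inside the clusters, 5.26%, against 1.33% of the other 7547 lncRNAs, gave a p of 0.226 (Fisher's exact test, two-sided), so the clusters as a group did not stand out. Of the posterior HOX genes that could be named, 6 of 15, all were lower in white skin, also with quantile normalization, with a median log2 fold change of -1.65, and 3 passed both thresholds, HOXA10, HOXA11 and HOXC10, named after their values were seen. Of the anterior HOX genes 6 of 22 could be named, of which 4 were lower and 2 higher, with a median of -0.60. Past both thresholds were 0 of these anterior genes (2 at p before adjustment). With the pig as a block, 1 anterior and 3 posterior genes passed. The difference between posterior and anterior genes was not tested, most of both could not be named, and color and body site cannot be told apart.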

How the results depend on the processing

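The splits of the samples were tested after the results were seen. The fits with the pig as a block together with quantile normalization, and with the pig as a block without the trend, and the count of correlated DE mRNAs from the lists of the paper were also chosen after seeing the data. For each value below that changed, the cause was not tested.

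The number of DE mRNAs (930) stayed within 1.5 times under 10 of 17 alternatives. It was 1439 with the pig as a block, 2288 with p before adjustment, and from 35 to 847 across the 6 fits that each left out one sample. The share lower in white skin (58.0%) was 33.0% with upper-quartile scaling, 31.0% with quantile normalization, 35.8% with the pig as a block and quantile normalization, and from 20 to 64.9% without one sample. The filter on expression removed no mRNA or lncRNA, so leaving it out could not move a result.

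The number of DE lncRNAs (101) was 31 with a pseudocount of 0.01, 243 with the pig as a block, 12 without the trend, 18 with a mean FPKM of at least 0.5, 241 with the pig as a block and quantile normalization, 52 with the pig as a block and no trend, 596 with p before adjustment, and from 0 to 5 without one sample (405 to 547 with p before adjustment). The prior degrees of freedom of the fit fell from 49.1 to between 1.53 and 2.35 without one sample, so these counts do not tell which calls rest on single samples. It was 68 to 98 with a pseudocount of 0.5 and the other scalings. The number of expressed lncRNAs (7566) was 3031 when all 3 samples of a skin had to pass.

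Of the 31 coat color genes, 11 passed both thresholds, 18 with the pig as a block, 7 with upper-quartile scaling, 6 with quantile normalization, 7 with the pig as a block and quantile normalization, and from 0 to 12 without one sample. Of the 5 melanocyte-specific genes, 4 or 5 passed under the alternatives, and from 1 to 5 without one sample. In limma's camera test with Benjamini-Hochberg adjustment, the melanocyte-specific genes had an adjusted p of 1.53e-05 (range 9.56e-07 to 0.208), the coat color genes 1.27e-10 (2.41e-13 to 0.0631) and the hair shaft genes 0.00174 (3.07e-09 to 0.657). The highest values, 0.208, 0.0631 and 0.657, came with the correlation between genes estimated from the data. Without one sample these 3 sets ranged from 2.99e-06 to 0.000177, from 1.21e-11 to 3.40e-08 and from 1.08e-05 to 0.238. The keratin-associated proteins, at 0.705 (0.0614 to 0.853), ranged from 0.102 to 0.860 without one sample and changed direction without white skin replicate 2 (0.860) and without black skin replicate 1 (0.238).

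The mean correlation between white and black skin (0.885) was 0.920 on FPKM without a log. Pooled over all samples, r was 0.977 for TCONS_00077733 and KRT80, 0.848 for TCONS_00042201 and IRS1, and 0.969 for TCONS_00019024 and CYGB. After centring each skin it was 0.993, 0.302 and 0.243, each with an exact permutation p (within skins, two-sided) above 0.05. Without one sample it ranged from 0.848 to 0.987, from 0.792 to 0.907 and from 0.958 to 0.987. The number of DE mRNAs near DE lncRNAs (12) was 55 with the lists of the paper, and the number correlated with DE lncRNAs (886) was 1735 with those lists.

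Of the 60 named genes and lncRNAs, none changed direction under the settings run. With the pig as a block, 48 stayed on their side of the thresholds, 11 came to pass and 1 no longer did. Quantile normalization left 53 on their side and 7 no longer passed, and without one sample 12 to 25 no longer passed.

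Only 4 of the 10 splits of the 6 samples, the real one included, part all 3 pairs from the same pig, and the other 6 part only 1 pair, so no share under 0.05 can be reached. The real split was the 1 of 4 with as many DE mRNAs (0 in the 3 others, with 84 to 171 at p before adjustment), the 1 of 4 with as many DE lncRNAs (17 to 20 in the others), and the 1 of 4 with as many coat color genes and as many melanocyte-specific genes past both thresholds. Its camera p was also the smallest, 1 of 4, for the coat color genes and for the melanocyte-specific genes. The 3 others, which mix the skins, gave p-values before adjustment from limma's camera test of 6.46e-05 to 0.0195 for the coat color genes. For the melanocyte-specific genes these were 0.00132, 0.00534 and 0.916. With the correlation between genes fixed at 0.01, this test thus gave small p-values for false splits too, so its p-values cannot be taken at face value. For the hair shaft genes and the keratin-associated proteins, 4 of the 4 splits had a p as small. The 6 splits that part 1 pair gave 0 to 2 DE mRNAs (112 to 618 at p before adjustment) and 20 to 63 DE lncRNAs.

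On simulated data with 3 samples per skin, 31.5% of lncRNAs and 98% of mRNAs with a planted log2 fold change of 3 were recovered, and 81% and 99.5% with one of 5. Changes were planted only in features with a mean FPKM above the expression threshold, and none smaller than 3 was planted. The simulated samples of a pig shared no effect. Recovery of smaller changes was thus not measured.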

Differences from the paper's values

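No tests were chosen for this part after the result was seen. Values given as the paper's are those of its text.

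The paper's number of DE mRNAs is 2338, against 930 here. With p before adjustment the number was 2288, and none of the other alternatives set before the data were examined closed the gap. The paper's number lower in white skin is 1305, against 539. With the pig as a block it was 957 and with p before adjustment 1633, both within 1.5 times of the paper's, as was 900 with the pig as a block and no trend, a setting chosen after seeing the values; the other alternatives set before the data were examined did not come as close. The paper's number higher in white skin is 1033, against 391, and none of the alternatives set before the data were examined closed the gap, the highest being 655 with p before adjustment. The paper gives 239 mRNAs more than 4-fold lower and 295 more than 4-fold higher, against 81 and 152. None of the alternatives closed either gap, with the highest counts 158 and 188 at a pseudocount of 0.1, and 189 for the increases with the pig as a block and quantile normalization, chosen after seeing the values.

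The paper's number of DE lncRNAs lower in white skin is 34, against 19, and none of the alternatives set before the data were examined came within 1.5 times of it. The paper's correlation between white and black skin is 0.92, against 0.885 on the log2 scale. On FPKM without a log it was 0.920, and Spearman's rho, at 0.882, did not close the gap. The paper's number of DE mRNAs within 100 kb of DE lncRNAs is 88, against 12, and the lists of the supplement (55) did not close the gap. A window of 50 kb (10) can only lower the count, and 566 of the 930 DE mRNAs had a listed position, which can also only lower it. The list of DE mRNAs that could be read from the supplement holds 1304 of the decreases and 694 of the increases. The paper's number of DE mRNAs correlated with DE lncRNAs is 474, against 886. After centring each skin, a step the paper does not describe, it was 704. That is within 1.5 times of the paper's number, but it was counted among 930 DE mRNAs, against 2338 in the paper. These counts come from different lists, so their closeness does not show that centring accounts for the gap. Log2 values gave 925. The lists of the supplement, an alternative chosen after seeing the data, gave 1735 of 1998 DE mRNAs, farther from 474 than 886 is. The paper's r for TCONS_00019024 and CYGB is 0.932, against 0.969, and none of the alternatives set before the data were examined closed the gap (0.976 on log2 values, 0.243 after centring each skin, and 0.958 to 0.987 without one sample). The paper calls 31 coat color genes, against 11 past both thresholds here. With p before adjustment 28 passed, and none of the other alternatives set before the data were examined closed the gap.

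For single coat color genes that the paper calls and that did not pass here, ETS1, CREB3L2, HGF, GAS1, GPNMB, ADCY4, ECE1 and SERPINF1 passed with the pig as a block. SOX18, ADCY4 and ECE1 passed without black skin replicate 1, and SERPINF1 without white skin replicate 1. EDN1 passed with a pseudocount of 1, without the trend and with a mean FPKM of at least 1. TCF7L1, ADCY5, PREX1, LEF1, LYST, SLC1A4, TRPV2 and FAS passed only with p before adjustment. With the pig as a block and no trend, chosen after seeing the values, ETS1, CREB3L2, HGF, GAS1, GPNMB and ADCY4 passed, and GPNMB also with the pig as a block and quantile normalization, chosen likewise. FZD10 and WNT10B passed under none of the settings run, with log2 fold changes of -1.00 and -0.94.

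The paper gives TRPM1 and MLANA in Table 1 with p-values above its threshold, and here both passed, with adjusted p-values of 0.0241 and 0.00780 from limma with Benjamini-Hochberg adjustment. The paper counts TCONS_00077733 and TCONS_00019024 among its DE lncRNAs. Here TCONS_00077733 passed under none of the settings run, and TCONS_00019024 passed only with p before adjustment (0.0497 from limma). The paper states that ITSN1, BTK, FYN and CCR1 were down-regulated in white skin, and counts KRT80 and IRS1 among its DE mRNAs. All 6 were lower in white skin here and did not pass the threshold after adjustment, and all 6 passed with p before adjustment. KRT80, ITSN1 and CCR1 also passed with the pig as a block. FYN passed without black skin replicate 2. With the pig as a block and no trend, chosen after seeing the values, ITSN1, BTK and CCR1 passed, and CCR1 also with the pig as a block and quantile normalization, chosen likewise. HSD17B4, KRT7, KRT81, KRT86 and TYR, which the paper names, were not analysed here.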

Other observations

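The tests of correlated DE mRNAs with the DE mRNAs found here and of neighbouring DE mRNAs were chosen before their results were seen, and the other tests of this part after, among them that of correlated DE mRNAs with the lists of the paper.

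Black skin replicate 1 had the highest value of the 6 samples for all 26 hair shaft genes. A technical explanation for the decrease of these genes in white skin is that it rests on this sample, which may hold more hair follicle tissue. Without it, limma's camera test with Benjamini-Hochberg adjustment gave an adjusted p of 0.238 (range over the alternatives 3.07e-09 to 0.657), with a median log2 fold change of -1.04 and 22 of the 26 genes lower. That fit does not pair the samples of a pig. With all samples and the pig as a block the same test gave 4.24e-06, and 18 of the 26 genes were lower in white skin in all 3 pigs. Without white skin replicate 2 instead, the median log2 fold change was -2.10, with 25 of the 26 genes lower. The size of the decrease thus depends most on black skin replicate 1 and also on white skin replicate 2. Whether a smaller decrease remains without black skin replicate 1 cannot be told. No list of hair follicle cells was tested.

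More DE mRNAs were lower than higher in white skin with FPKM as deposited. The scaling of the samples is a candidate explanation, since every white sample had a lower median FPKM than every black sample. With quantile normalization 31% of the DE mRNAs were lower, so the larger number of decreases depends on this setting. It also depends on single samples. Without any 1 of the white samples, or without black skin replicate 2 or 3, 20 to 45.2% were lower. These fits held 35 to 321 DE mRNAs. Without black skin replicate 1 the share was 64.9%. Which scaling is closer to the amounts of RNA cannot be told from FPKM.

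The p-values that the supplement lists for DE mRNAs and for DE lncRNAs may be values before adjustment. All were whole multiples of 5e-05 (100% of 1998 mRNAs and 100% of 113 lncRNAs), and they reached 0.0499 and 0.0498. A p adjusted over many features would not keep such a step. If they are values before adjustment, Benjamini-Hochberg adjustment would leave at least 1439 of these mRNAs and at least 8 of these lncRNAs below 0.05, as values missing from the lists can only raise these numbers. The stated methods differ for lncRNAs. The article sets the threshold on adjusted p, and the methods text in its supplement sets it on P values without naming an adjustment. For mRNAs both name adjusted values.

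A large number of DE mRNAs correlated with DE lncRNAs could come from the group difference alone, as both are chosen for a difference between the skins. When samples were shuffled within each skin, 0.389 of the 36 arrangements gave at least as many DE mRNAs as measured. This cannot decide, because the count is near its ceiling, with 886 of 930 DE mRNAs (95.3%) as measured and 852 to 901 in the shuffles. With the lists of the paper, 1735 of 1998 as measured, 1 of the 36 arrangements gave as many, the measured one, against a median of 1467. So with those lists, which lack the strongest increases, the group difference alone gave fewer, and with the DE mRNAs found here it cannot be told apart from a relation within the skins. The number of DE mRNAs near DE lncRNAs, from the same lists, could come from neighbours by chance. Random draws of lncRNAs gave p = 0.144 (permutation test, one-sided). Because these lists lack the strongest increases, this does not decide the question for the full lists of the paper.

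Of 9 endothelial markers that could be named, of 12 looked for, all were lower in white skin in the 3 pigs. They were also lower with quantile normalization. VWF, ENG, KDR, PECAM1 and CDH5 passed both thresholds. With quantile normalization 2 of the 9 passed, and with the pig as a block 7 passed. Of 10 adipocyte markers looked for, 7 could be named. All 7 were lower in white skin, with a median log2 fold change of -2.28. Past both thresholds were 6 of them, and all 7 with the pig as a block. Of 10 genes of fatty acid beta-oxidation, of 26 looked for, all were higher, also with quantile normalization, and ETFA, ETFB, HADHB and ECHS1 passed. With quantile normalization 3 of the 10 passed, and with the pig as a block 5 passed. These genes were chosen after their values were seen, and the names come from the lists of the paper.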
